# IVT-seq reveals extreme bias in RNA sequencing

**DOI:** 10.1186/gb-2014-15-6-r86

**Published:** 2014-06-30

**Authors:** Nicholas F Lahens, Ibrahim Halil Kavakli, Ray Zhang, Katharina Hayer, Michael B Black, Hannah Dueck, Angel Pizarro, Junhyong Kim, Rafael Irizarry, Russell S Thomas, Gregory R Grant, John B Hogenesch

## Abstract

**Background:**

RNA-seq is a powerful technique for identifying and quantifying transcription and splicing events, both known and novel. However, given its recent development and the proliferation of library construction methods, understanding the bias it introduces is incomplete but critical to realizing its value.

**Results:**

We present a method, *in vitro* transcription sequencing (IVT-seq), for identifying and assessing the technical biases in RNA-seq library generation and sequencing at scale. We created a pool of over 1,000 *in vitro* transcribed RNAs from a full-length human cDNA library and sequenced them with polyA and total RNA-seq, the most common protocols. Because each cDNA is full length, and we show *in vitro* transcription is incredibly processive, each base in each transcript should be equivalently represented. However, with common RNA-seq applications and platforms, we find 50% of transcripts have more than two-fold and 10% have more than 10-fold differences in within-transcript sequence coverage. We also find greater than 6% of transcripts have regions of dramatically unpredictable sequencing coverage between samples, confounding accurate determination of their expression. We use a combination of experimental and computational approaches to show rRNA depletion is responsible for the most significant variability in coverage, and several sequence determinants also strongly influence representation.

**Conclusions:**

These results show the utility of IVT-seq for promoting better understanding of bias introduced by RNA-seq. We find rRNA depletion is responsible for substantial, unappreciated biases in coverage introduced during library preparation. These biases suggest exon-level expression analysis may be inadvisable, and we recommend caution when interpreting RNA-seq results.

## Background

High-throughput sequencing of RNA (RNA-seq) is a powerful suite of techniques to understand transcriptional regulation. Using RNA-seq, not only can we perform traditional differential gene expression analysis with better resolution, we can now comprehensively study alternative splicing, RNA editing and allele-specific expression, and identify novel transcripts, both coding and non-coding RNAs [1-3]. In contrast to the more established microarray-based RNA expression analysis, the flexibility of RNA-seq has allowed for the development of many different protocols aimed at different goals (for example, gene expression of polyadenylated (polyA) transcripts, small RNA sequencing, and total RNA sequencing). However, this same flexibility has the potential for complex technical bias, because different methods are routinely employed in RNA isolation, size selection, fragmentation, conversion to cDNA, amplification and, finally, sequencing [4-7]. While progress has been made in generating and analyzing RNA-seq data, we understand comparatively little about the technical biases the various protocols introduce. Understanding these biases is critical to differential analysis, to avoiding experimental artifacts (for example, in characterizing RNA editing), and to realizing the full potential of this powerful technology.

Previous efforts at understanding bias identified several contributing sources, including GC-content and PCR enrichment [8,9], priming of reverse transcription by random hexamers [10], read errors introduced during the sequencing-by-synthesis reaction [11], and bias introduced by various methods of rRNA subtraction [7]. Studies that revealed these sources of bias typically used computational methods on existing sequencing data to assess the performance of various sequencing technologies and library protocols. One downside to this approach is that it can be difficult to know whether anomalies in coverage are natural, or are due to technical artifacts. For example, nearly every RNA-seq study has differences in intra-exonal coverage, which could arise from naturally occurring splice variants sharing part of an exon, or could be due to technical error in library construction or sequencing.

Given that researchers are continually developing new sequencing methodologies and library generation protocols [12], we need a means for assessing the technical biases introduced by each new iteration in technology. One attractive alternative is to generate libraries from RNA that has been *in vitro* transcribed (IVT) from cDNA clones, where the nucleotide sequence at every base is known, the splicing pattern established and inviolate, and the expression level is known to be uniform across the transcript. Thus, any observed biases in coverage or expression must be technical rather than biological. This is the experimental equivalent of simulated data that computational researchers commonly use to develop and assess alignment algorithms [13-15]. Jiang and colleagues used a similar approach with 96 synthetic sequences derived from *Bacillus subtilis* or the deep-sea vent microbe *Methanocaldococcus jannaschii* genomes [16], organisms that do not have RNA splicing or polyadenylation. The focus of that work, though, was creating a useful set of standards that could be used in downstream analysis, not exploring library construction bias in a comprehensive set of complex mammalian samples.

Here we present and apply IVT-seq at scale to better understand bias introduced by RNA-seq. In brief, individual plasmids were produced, pooled, and subjected to *in vitro* transcription. Next, this RNA was mixed with complex mouse total RNA at various concentrations, and sequenced using the two most common RNA-seq protocols, polyA-seq or total RNA-seq, on the Illumina platform. We found coverage bias in most IVT transcripts, with over 50% showing greater than two-fold changes in within-transcript coverage and 10% having more than 10-fold differences attributable to library preparation and sequencing. Additionally, we found greater than 6% of IVT transcripts contained regions of high, unpredictable sequencing coverage, which varied significantly between samples. These biases were highly reproducible between replicates and suggest that exon-level quantification may be inadvisable. Furthermore, we created sequencing libraries from the original plasmid templates and using several different RNA selection methods (rRNA depletion, polyA selection, and no selection). We found that both rRNA depletion and polyA selection are responsible for a significant portion of this coverage bias, and computational analysis showed that poorly represented regions of transcripts are associated with low complexity sequences. Taken together, these results show the utility of the IVT-seq method for characterizing and identifying the sources of coverage bias in sequencing technologies.

## Results and discussion

### IVT-seq library preparation and sequencing

To generate IVT-seq libraries (for full details, please see the *Materials and methods* section), we produced individual glycerol stocks each harboring a single, human, fully sequenced plasmid from the Mammalian Gene Collection (MGC) [17]. Next, we extracted the plasmid DNA and plated it at 50 ng per well in 384-well plates. We mixed the contents of three 384-well plates containing a total of 1,062 cDNA clones (Additional file 1), transformed this mixture into bacteria, and plated the bacteria as single colonies. Following an overnight incubation, we scraped these plates, amplified the bacteria for a few hours in liquid culture, and purified plasmids from the bacteria as a pool (Figure 1A). Next, we linearized the plasmids, and used SP6 polymerase to drive *in vitro* transcription of the cloned cDNA sequences (Figure 1B). Following a DNase I treatment to remove the DNA template and RNA purification, we were left with a pool of 1,062 different human RNAs derived from fully sequenced plasmids.

**Figure 1:**
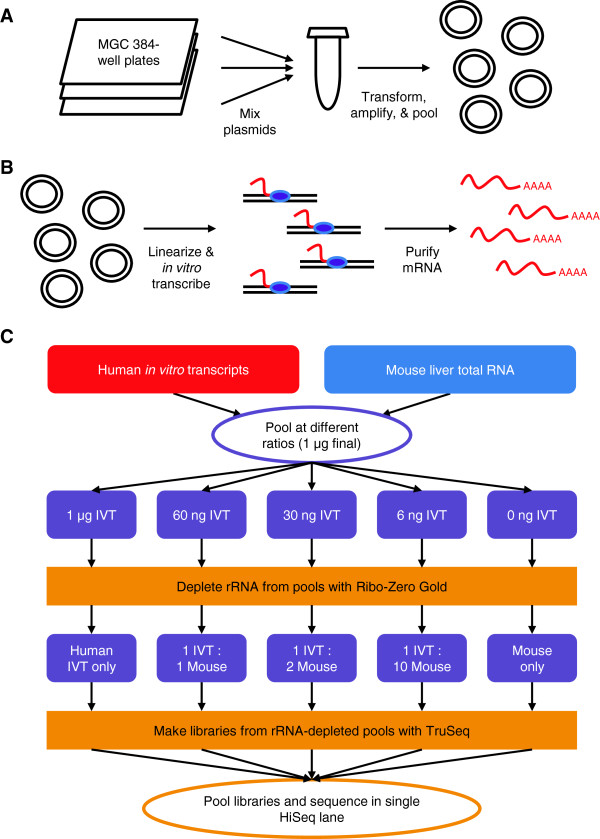
**Construction of IVT-seq libraries. (A)** Preparation of a pool of 1,062 human cDNA plasmids. Contents of three 384-well plates containing MGC plasmids were pooled together. Pool was amplified via transformation in *Escherichia coli*, and resulting clones were purified and re-pooled. **(B)** Generation of IVT transcripts. Pool of MGC plasmids was linearized and used as a template for an *in vitro* transcription reaction. Enzymes and unincorporated nucleotides were purified, leaving pool of polyA transcripts. **(C)** Creation of IVT-seq libraries. Listed quantities of IVT RNA were mixed with mouse liver total RNA to create six pools with final RNA quantities of 1 μg. Ribosomal RNA was depleted from these pools using the Ribo-Zero Gold kit. IVT RNA and mouse RNA are now present in pools at the listed ratios, following depletion of rRNA from mouse total RNA. These pools were used to generate RNA-seq libraries using Illumina’s TruSeq kit/protocol. This entire process was performed in duplicate. Replicate libraries were pooled separately and sequenced in separate HiSeq 2000 lanes (two lanes total). IVT, *in vitro* transcribed; MGC, Mammalian Gene Collection.

To approximate what happens in a total RNA-seq reaction, we subjected this IVT RNA to rRNA depletion and then prepared libraries using the Illumina TruSeq protocol (Figure 1C, IVT only). To account for possible carrier effects, we also mixed the IVT RNA with various amounts of mouse total RNA derived from liver. The addition of the mouse RNA gave these samples greater diversity (transcripts from approximately 10,000 genes versus 1,062) and more closely resembled a real biological sample. Also, by adding background RNA from a different species (mouse) than the IVT RNA (human), we made it easier to differentiate between the IVT transcripts and mouse sequences during downstream analysis. Because the IVT RNA did not contain rRNA sequences whereas the mouse RNA did, the quantity of mouse RNA would be significantly reduced by the rRNA depletion step. To account for this, we mixed IVT and mouse RNA such that, following rRNA depletion, we would have final pools with IVT:mouse ratios of 1:1, 1:2, and 1:10. Finally, to account for mouse RNAs potentially mapping to the human reference genome and our IVT sequences, we prepared a pool consisting of mouse RNA alone. We pooled the resulting six libraries and sequenced them using an Illumina HiSeq 2000. We performed this entire process in duplicate.

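The dilution series consisted of 5 rRNA-depleted libraries per replicate, namely IVT only, the 1:1, 1:2 and 1:10 mixes of IVT RNA with mouse liver RNA, and mouse only, so that each dilution was measured in 2 libraries. The paper's results count 6 pools, whereas its methods list 5, and 5 were analysed here. The replicates are samples of 1000 ng taken from the same pool of RNA. By the paper, these samples held 60, 30 and 6 ng of IVT RNA in the 1:1, 1:2 and 1:10 mixes, while the sample labels give 75, 37.5 and 7.5 ng. The amounts of the paper are used here. According to the first line of each deposited table, 38237172 and 29278157 fragments of the IVT only libraries (replicates 1 and 2) were mapped to the human genome. The mapped fragments numbered 23824059 and 21714926 in the 1:1 mix, 24139758 and 19582020 in the 1:2 mix, and 12989430 and 10392308 in the 1:10 mix. In the mouse only libraries 10697075 and 8746680 fragments were mapped, although 39243399 and 39086565 had been sequenced. The share of sequenced fragments that fell on the kept IVT transcripts declined with dilution, from 76.5% and 74.9% in IVT only to 49.6% and 49.7% in the 1:1 mix, 36.8% and 36.0% in the 1:2 mix, and 10.7% and 9.90% in the 1:10 mix. With these depths, the smallest expression that 3 fragments could show on a transcript of the median length of 1694 bp was 0.0463 and 0.0605 FPKM in IVT only and 0.136 and 0.170 FPKM in the 1:10 mix. Such floors, and the confidence intervals given for single libraries, cover counting error only, since amplified fragments are not independent molecules.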

### Mapping and coverage of IVT-seq data

Following sequencing and de-multiplexing, we aligned all of the data to the human reference genome (hg19) using the RNA-seq Unified Mapper (RUM) [14]. For all analyses, we only used data from reads uniquely mapped to the reference, excluding all multi-mappers (data contained in RUM_Unique and RUM_Unique.cov files). 

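The authors quantified each transcript, exon and intron of the MGC gene models with RUM and deposited, for each library, the number of uniquely and non-uniquely mapped fragments and the corresponding FPKM. The unique values were used here. RUM's FPKM divides by all mapped fragments of the library, mouse fragments included, so that the FPKM of an IVT transcript falls as mouse RNA is added. A fragment that touches more than 1 exon is counted on each of them. For this reason the exon fragments of a transcript summed to 1.74 and 1.67 times its transcript fragments in IVT only, and short exons have higher FPKM values than long ones at equal coverage. Where this matters, values are also given with the counts of internal exons divided by exon length plus fragment length, and those of first and last exons by their own length. The fragment length was estimated at 163 and 153 bp in IVT only, 186 and 152 bp in the 1:1 mix, 169 and 142 bp in the 1:2 mix, and 175 and 149 bp in the 1:10 mix. Nucleotide-level coverage was not analysed here, so within-transcript variation is reported between exons.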

Of the 1,062 original IVT transcripts, we found 11 aligned to multiple genomic loci, while 88 aligned to overlapping loci. To avoid any confounding effects in our analyses, we filtered those transcripts from all analyses, leaving us with 963, non-overlapping, uniquely-aligned IVT transcripts. 

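Of the 1062 listed transcripts, 1061 were found in the deposited tables, and the 99 that the authors had marked were left out, which gave 963 kept transcripts. The coordinates were compared with the GRCh37 sequence. Of the 6653 introns of the kept transcripts that were long enough to hold both splice sites, 6586 (99.0%) began with GT or GC and ended with AG. This was read on the transcribed strand, so the tables and the reference share this build. Shorter gaps between listed exons were left out of this check. By overlap with annotated exons, 957 of the 963 transcripts were assigned to a gene, 951 of them with over 90% of their bases in its exons.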

We saw excellent correlation in expression levels between replicates (transcript-level R^2^ between replicates >0.95; Additional file 2: Figure S1A). 

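Between the 2 replicates of each dilution, the squared Pearson correlation of log10 FPKM across transcripts with FPKM above 0 in both was 0.935 in IVT only (95% confidence interval 0.926 to 0.943, 883 transcripts). It was 0.991 in the 1:1 mix (0.990 to 0.992, 937 transcripts), 0.988 in the 1:2 mix (0.987 to 0.990, 940 transcripts) and 0.988 in the 1:10 mix (0.986 to 0.989, 948 transcripts). Transcripts are not independent replicates, and the intervals describe these libraries only. The choice of transcripts moved the IVT only value most, to 0.910 for the 869 transcripts with FPKM of 5 or more in both replicates and to 0.975 for log10(FPKM + 1) over all 963. In IVT only, 40 transcripts differed by more than 2-fold between the replicates, against 6 in the 1:1 mix, 3 in the 1:2 mix and 3 in the 1:10 mix. The standard deviation of log2(replicate 2/replicate 1) was 0.49 in IVT only and 0.21, 0.22 and 0.21 in the 1:1, 1:2 and 1:10 mixes. This log2 ratio varied with the GC-content of the transcripts, with a Spearman rho of -0.791 in IVT only, 0.698 in the 1:1 mix, -0.740 in the 1:2 mix and -0.686 in the 1:10 mix.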

Secondly, at least 90% of the 963 IVT transcripts were expressed with fragments per kilobase of exon per million mapped reads (FPKM) values ≥5 in all IVT-seq datasets, except mouse only (Table 1). 

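With the threshold of 5 FPKM, 869 and 870 of the 963 transcripts were detected in the IVT only replicates (90.2% and 90.3%). The count was 877 and 876 in the 1:1 mix (91.1% and 91.0%), 886 and 883 in the 1:2 mix (92.0% and 91.7%), and 896 and 892 in the 1:10 mix (93.0% and 92.6%). The no selection library detected 870 transcripts (90.3%) and the polyA library 829 (86.1%). In mouse only, 278 and 271 transcripts reached 5 FPKM (28.9% and 28.1%). The threshold changed the mouse only counts most, to 644 and 640 with 1 FPKM and to 181 and 163 with 10 FPKM, whereas the IVT only counts were 875 and 877 with 1 FPKM and 866 and 865 with 10 FPKM. Of the transcripts detected in both 1:10 replicates, 28 were detected in neither IVT only replicate, and all 28 had 5 FPKM or more in a mouse only library (median 23.1 FPKM).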

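In IVT only, 778 of the 963 transcripts in replicate 1 and 757 in replicate 2 were expressed above 100 FPKM, which is 80.8% and 78.6%. Among the transcripts with FPKM of 5 or more, the share was 89.5% and 87.0%. Above 100 FPKM were also 751 transcripts in each replicate of the 1:1 mix, 729 and 735 in the 1:2 mix, and 594 and 596 in the 1:10 mix.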

In the IVT-only samples, over 80% of the IVT sequences were expressed above 100 FPKM (Additional file 2: Figure S1B). 

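The plasmid library gives the abundance of each template before transcription. The 93 transcripts with FPKM under 5 in both IVT only replicates had a median of 15.5 FPKM in the plasmid library, and the 869 transcripts with FPKM of 5 or more in both had a median of 555 FPKM. The mean of log10(plasmid FPKM + 0.1) was 0.808 (SD 1.16, n = 93) for the undetected and 2.64 (SD 0.431, n = 869) for the detected transcripts. This difference of -1.83 on the log10 scale had p = 1e-05 in a two-sided permutation test with 100000 resamples, the smallest p that they can give, in which transcripts of a single plasmid library were the units and not independent replicates. With a pseudocount of 1, the difference was -1.57, and with the undetected set limited to transcripts under 1 FPKM it was -1.86. Of the 93 undetected transcripts, 34 were under 5 FPKM in the plasmid library, 59 had 5 FPKM or more and 11 had over 100 FPKM.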

Because we prepared the MGC plasmids and IVT transcripts as pools, it is likely that the IVT transcripts showing low or zero coverage were initially present at low plasmid concentrations prior to the transformation and IVT steps. Using the IVT-seq technique, we were able to specifically detect the vast majority of the human IVT transcripts with high coverage in both the absence and presence of the background mouse RNA.

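In the 1:10 mix, where 31.1% and 32.5% of the mapped fragments fell on IVT transcripts, the median FPKM of the detected transcripts was 162 and 168 in replicates 1 and 2, against 442 in both IVT only libraries. The median was 396 and 399 in the 1:1 mix and 333 and 353 in the 1:2 mix. From the detection rates with and without mouse RNA, the paper concludes that IVT-seq specifically detects the large majority of the IVT transcripts.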

**Table 1:** Detection of source cDNA sequences in IVT-seq

**Total number of cDNA clones:**	**963**	
	**Replicate 1**	**Replicate 2**
Number of clones detected (FPKM ≥5):		
IVT only	869	870
1:1 Mix	877	876
1:2 Mix	886	883
1:10 Mix	896	892
Mouse only	278	271
PolyA selection	829	-
No selection	870	-
Plasmid library	924	-
Average, normalized^a^ depth of coverage for detected clones:		
IVT Only	76.09	80.22
1:1 Mix	75.15	75.06
1:2 Mix	65.79	69.40
1:10 Mix	37.50	47.46
Mouse only	01.58	02.42
PolyA selection	72.27	-
No selection	72.74	-
Plasmid library	42.08	-

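The normalized average depth of coverage was computed as the mean FPKM of the detected transcripts times 200 sequenced bases per fragment over 1000. It was 122 and 124 in the IVT only replicates, 109 and 110 in the 1:1 mix, 94.5 and 98.7 in the 1:2 mix, and 45.5 and 47.2 in the 1:10 mix. In mouse only it was 7.05 and 6.54. The polyA library had 167, the no selection library 123 and the plasmid library 108. With the median in place of the mean, the polyA value moved most, to 24.8, and the IVT only values were 88.4 in both replicates.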

^a^Average depth of coverage is normalized by the number of millions of fragments mapped to the human reference in each sample.

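In mouse only, 175458 and 132910 fragments fell on the 963 kept transcripts, which is 0.447% (95% Wilson interval 0.445 to 0.449) and 0.340% (0.338 to 0.342) of all sequenced fragments in replicates 1 and 2. Relative to the fragments mapped to the human genome the share was 1.64% and 1.52%, and relative to the uniquely mapped fragments 2.71% and 3.92%. FPKM was under 5 in both mouse only replicates for 673 transcripts and 0 in both for 19.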

While we do see reads aligned to the human IVT transcripts in the mouse-only data, these transcripts collectively represent approximately 2% of reads (Table 1). Those transcripts with higher coverage are likely the result of mouse reads aligning to highly similar human sequences. 

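The mouse only fragments were concentrated on a small number of transcripts. The 10 transcripts with the most held 28.2% and 28.0% of them in replicates 1 and 2, and 19 transcripts exceeded 100 FPKM in both replicates. Among those with the highest means were BC016179 (HSPA8, chromosome 11 from 122928202 to 122932824) with 419 ± 19.3 FPKM (SD, n = 2) and BC006781 (MYL6, chromosome 12 from 56553369 to 56555360) with 377 ± 10.1 FPKM. Across the 920 transcripts with FPKM above 0 in both, the squared correlation of log10 FPKM between the mouse only replicates was 0.927. The paper proposes that such coverage comes from mouse reads that align to highly similar human sequences.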

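For the exon-level comparisons of the dilutions described here, transcripts with 5 FPKM or more in either mouse only library were left out, 290 of the 963. In both mouse only libraries 259 transcripts had 5 FPKM or more.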

We excluded these sequences from our analyses.

### Within-transcript variation in RNA-seq coverage of IVT transcripts

Consider first the IVT-only data. Given that these transcripts were generated from an IVT reaction using cDNA sequences, these data are unaffected by splicing or other post-transcriptional regulation. Thus, most regions of transcripts should be ‘expressed’ and present at similar levels. The exceptions would be repetitive sequences that map to multiple genome locations and may be poorly represented, and the ends of the cDNAs, which are subject to fragmentation bias. To account for this, we created a simulated dataset that models the fragmentation process and deviates from uniform data only by the randomness incurred by fragmentation. We generated two such datasets using the Benchmarker for Evaluating the Effectiveness of RNA-Seq Software (BEERS) [14]. The first dataset contained all of the IVT transcripts expressed at roughly the same level of expression (approximately 500 FPKM). For the second, we used FPKM values from the IVT-only samples as a seed, creating a simulated dataset with expression levels closely matching real data (Additional file 3: Figure S2). These datasets are referred to as simulated and quantity matched (QM)-simulated, respectively. The simulated data provide an ideal result, while the QM data allow us to control for any artifacts arising from expression level (for example, transcripts with lower expression may show more variability). Next, we aligned both simulated datasets using RUM, with the same parameters as for the biological data. Thus, both simulated datasets also serve as controls for any artifacts introduced by the alignment (for example, low coverage in repeat regions). For full details on the creation of simulated data, see the *Materials and methods* section.

Using IVT data derived from the BC015891 transcript as a representative example, the ideal, theoretical coverage plot from the simulated data shows near-uniform coverage across the transcript’s entire length, with none of the extreme peaks and valleys characteristic of biological datasets (Figure 2A). However, our observed data showed a high degree of variability, with peaks and valleys within an exon (Figure 2B). Furthermore, these patterns were reproducible across our replicates (Additional file 4: Figure S3). 

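BC015891 (CHRAC1) lies on the plus strand of chromosome 8 of hg19 from 141521560 to 141526799 and has 5 listed exons with a total length of 1884 bp. Its FPKM was 113 ± 1.15 (SD, n = 2) in IVT only. The exon FPKM values in replicates 1 and 2 were 204 and 132 for exon 1, 495 and 443 for exon 2, 181 and 216 for exon 3, 122 and 131 for exon 4, and 77.4 and 69.1 for exon 5. The highest exon thus exceeded the lowest 6.39-fold and 6.42-fold. Exon 2 is only 127 bp long and is inflated by fragments shared with its neighbours. The difference between exons 2 and 5 with counts divided by exon length plus fragment length was 2.81-fold and 2.92-fold. In the plasmid library, a single library, exon 2 was also the highest and exon 5 the lowest, 4.15-fold apart as deposited. Listed exons 3, 4 and 5 lie almost end to end (141525225 to 141525725, 141525727 to 141526246 and 141526250 to 141526799). The gaps are too short for introns, so differences among these exons lie within a continuous stretch. Other peaks and valleys inside an exon, which the paper describes, were not analysed here.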

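Exon 2 was the highest and exon 5 the lowest of the 5 exons of BC015891 in both IVT only replicates. Relative to the transcript FPKM, the replicates were furthest apart in exon 1, with ratios of 1.78 in replicate 1 and 1.17 in replicate 2. The ratios were 4.34 and 3.94 in exon 2 and 0.678 and 0.613 in exon 5.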

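Within-transcript variation was measured as the highest over the lowest FPKM among the internal exons of at least 100 bp of a transcript, for the 492 transcripts that have at least 3 such exons and an FPKM of 5 or more in the IVT only, polyA, no selection and plasmid libraries. In IVT only, 244 of the 492 transcripts (49.6%, 95% Wilson interval 45.2 to 54.0) exceeded 2-fold when the FPKM values of the 2 replicates were averaged. In the separate replicates the share was 52.4% and 49.4%. The choice of exons moved this value most. With all exons of at least 100 bp, first and last included, it was 91.5%, with internal exons of at least 50 bp it was 66.1%, and with a minimum of 150 bp it was 38.5%. It was 36.0% with counts divided by exon length plus fragment length.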

We saw many other cases of extreme changes in coverage: over 50% of the IVT transcripts showed greater than two-fold changes in within-transcript coverage attributable to library preparation and sequencing (Table 2 and Additional file 5: Figure S4). 

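BC009037 (CTU1) lies on the minus strand of chromosome 19 from 51601775 to 51607847 and has 2 exons of 529 and 622 bp, with a GC-content of 75.6%. Its FPKM in IVT only was 113 in replicate 1 and 42.7 in replicate 2 (78.1 ± 50.0, SD, n = 2). Exon 1 had 170 and 55.6 FPKM and exon 2 had 92.0 and 39.3 FPKM. The difference between whole exons was therefore 1.84-fold and 1.41-fold, and coverage within an exon was not analysed here. For the no selection library exon 1 had 1588 FPKM and exon 2 had 871 FPKM, and in the plasmid library they had 698 and 597 FPKM.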

For example, BC009037 showed sudden dips to extremely low levels of expression in both of its exons (Figure 2C). Both simulated datasets showed no such patterns, which indicates this coverage variability is not the result of alignment artifacts. Furthermore, the absence of this pattern in the QM-simulated data indicates these fold-change differences in coverage were not due to sampling noise introduced by transcripts with low or high coverage. 

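BC016283 (ABCE1) lies on the plus strand of chromosome 4 from 146019494 to 146050312 and has 18 exons with a total length of 3492 bp. In IVT only replicate 1 the highest exon was exon 3 with 1250 FPKM and the lowest exon 18 with 175 FPKM, a 7.12-fold difference. In replicate 2 exon 12 was highest with 2124 FPKM and exon 18 lowest with 285 FPKM, a 7.47-fold difference. Exon 18 is 1635 bp long and exons 3 and 12 are 86 and 60 bp long. On counts divided by exon length plus fragment length, exon 1 was highest and exon 9 lowest in both replicates, 10.5-fold and 7.00-fold apart. In FPKM as deposited, the highest and lowest exons were 6.59-fold apart in the no selection library, 6.79-fold in the plasmid library and 45.6-fold in the polyA library, whose lowest exon was exon 6. On counts divided by exon length plus fragment length, the values for the same 3 libraries were 12.4-fold, 3.96-fold and 41.0-fold. Exon 6 held only 3 fragments in the polyA library, so both polyA values are uncertain. Mouse reads also align to this transcript, which had 16.8 and 19.8 FPKM in the mouse only libraries.

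**Figure D1:**
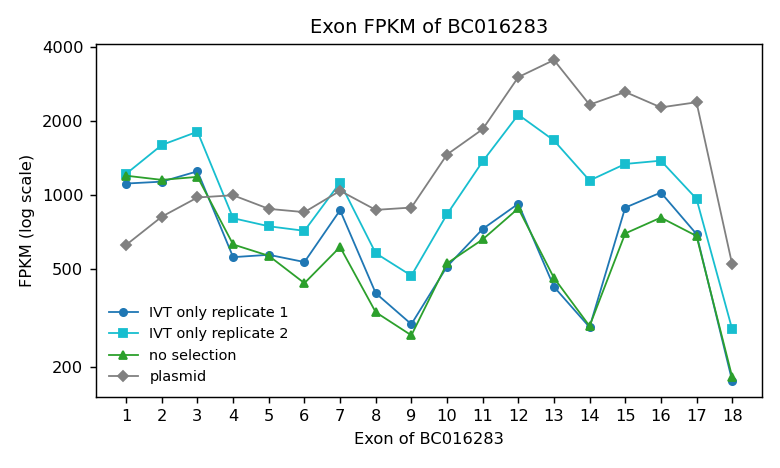
FPKM (log scale) of each of the 18 exons of BC016283, from 5' to 3', in IVT only replicates 1 and 2, the no selection library and the plasmid library, with 1 point per exon and library. IVT only replicate 2 lies above replicate 1 at every exon, and the gap is widest at exons 13 (1669 against 423 FPKM) and 14 (1146 against 290 FPKM).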

In the case of BC016283, the peaks and valleys in coverage led to greater than five-fold differences in expression levels between exons (Figure 2D). Once again, these patterns were reproducible across replicates (Additional file 4: Figure S3). 

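Over the 18 exons of BC016283, the log2(FPKM + 0.1) values of the IVT only replicates had a Pearson correlation of 0.777. The correlation with the no selection library was 0.971 for replicate 1 and 0.790 for replicate 2, and that with the plasmid library 0.166 and 0.606. Relative to the transcript FPKM, the replicates departed most in exons 13 and 14, which were at 1.72 and 1.18 in replicate 1 and at 4.25 and 2.92 in replicate 2. The corresponding correlation between the replicates was 0.961 over the 17 exons of BC003355. From troughs that are followed by peaks along the transcript, and because the polymerase cannot re-attach to a transcript, the paper concludes that the patterns are not artifacts of in vitro transcription.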

The SP6 polymerase cannot fall off and then re-attach at a later point in the transcript, leaving a region un-transcribed. Therefore, given that these patterns showed troughs followed by peaks, they cannot be the result of artifacts from *in vitro* transcription. Furthermore, we sequenced the IVT products directly and found the vast majority were transcribed with little to no bias. 

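Of the 924 transcripts with FPKM of 5 or more in the plasmid library, 864 (93.5%) reached 5 FPKM in the no selection library, and 864 did so in both IVT only libraries. In the no selection library 27.2% of the 492 transcripts exceeded a 2-fold difference between internal exons (95% Wilson interval 23.5 to 31.3), compared with 20.9% in the plasmid library (17.6 to 24.7). These are single libraries, so the difference has no replicate check.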

Taken together, these data suggest that these coverage patterns are primarily the result of technical biases introduced during library construction, rather than biology. These results are consistent with a previous study that used IVT RNA as standards in RNA-seq experiments [16], suggesting that our IVT-seq methodology is suitable for identifying technical variability in sequencing data.

**Figure 2:**
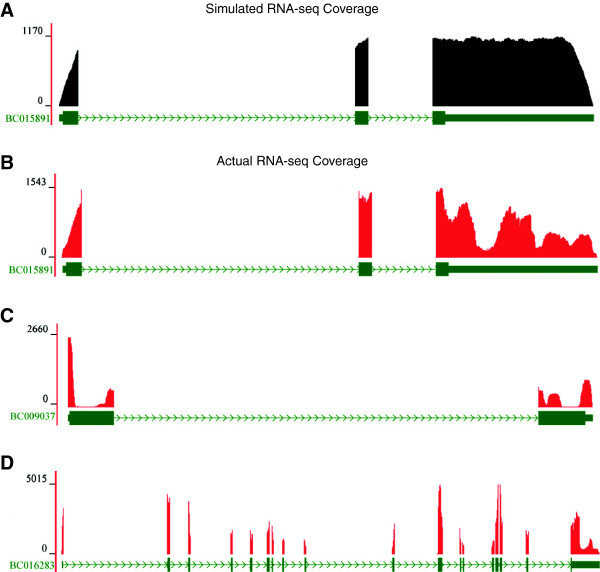
**Within-transcript variations in RNA-seq coverage. (A)** Simulated RNA-seq coverage for a representative IVT transcript (BC015891). RNA-seq coverage plot (black) is displayed according to the gene model (green), as it is mapped to the reference genome. Blocks correspond to exons and lines indicate introns. The chevrons within the intronic lines indicate the direction of transcription. Numbers on y-axis refer to RNA-seq read-depth at a given nucleotide position. **(B)** The actual RNA-seq coverage plot for BC015891 in the IVT-only sample. Representative coverage plots for the IVT transcripts **(C)** BC009037 and **(D)** BC016283 are displayed according to the same conventions used above. All transcripts are displayed in the 5ʹ to 3ʹ direction.

**Table 2:** Fold-change differences in within-transcript coverage by library type

	**Number of IVT-transcripts with fold-change differences:**		
	**>2**	**>10**	**>100**
rRNA-depleted	713 (74.0%)	110 (11.4%)	17 (1.7%)
PolyA selection	678 (70.4%)	163 (16.9%)	7 (0.7%)
No selection	400 (41.5%)	31 (3.2%)	3 (0.3%)
Plasmid	189 (19.6%)	14 (1.5%)	3 (0.3%)
Simulated	0	0	0
QM-simulated	0	0	0

The plasmid data provides a measure of bias from library preparation/sequencing, while the no selection data accounts for potential artifacts from the *in vitro* transcription (IVT) step. To calculate the percentage of transcripts affected by bias due specifically to library preparation and sequencing, but not sequence or *in vitro* transcription artifacts, we performed the following calculation: rRNA depletion% - no selection% + plasmid%. 

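The same arithmetic was applied to the exon-level percentages of the 492 transcripts. For differences greater than 2-fold it gave 43.3%, from 49.6% in the rRNA-depleted, 27.2% in the no selection and 20.9% in the plasmid library. For differences greater than 10-fold it gave 1.63%, from 2.44%, 1.22% and 0.407%. With counts divided by exon length plus fragment length, a choice made after the data had been seen, the results were 30.5% and 1.22%. Use of all exons of at least 100 bp moved them most, to 81.6% and 7.28%. In the paper's own list of 802 transcripts (Additional file 14), 713 exceed 2-fold in the rRNA-depleted data, 400 in the no selection data and 189 in the plasmid data, which is 74.0%, 41.5% and 19.6% of 963 transcripts and 88.9%, 49.9% and 23.6% of the 802 listed.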

So we found 74% – 41.5% + 19.6% = 52.1% of transcripts in the rRNA-depleted data have greater than two-fold difference in coverage, and 11.4% – 3.2% + 1.5% = 9.7% have greater than 10-fold difference in coverage. QM, quantity matched.

### Between-sample variation in RNA-seq coverage of IVT transcripts

In addition to this variability within transcripts, we also found many transcript regions showing extreme variability in coverage across samples (Figure 3). For example, the sixth exon of BC003355 varied wildly relative to the remainder of the transcript across all IVT:mouse dilutions. 

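BC003355 (LAMA5) lies on the minus strand of chromosome 20 from 60884116 to 60889935 and has 17 exons with a total length of 3159 bp. Exon 6 spans 133 bp from 60887456 to 60887588 and has a GC-content of 66.9%. Relative to the transcript FPKM, the FPKM of exon 6 was 2.26 ± 0.462 (SD, n = 2) in IVT only, 0.522 ± 0.00333 in the 1:1 mix, 1.60 ± 0.148 in the 1:2 mix and 2.56 ± 0.713 in the 1:10 mix. These values rest on 1465 and 475 fragments in IVT only, 94 and 99 in the 1:1 mix, 430 and 269 in the 1:2 mix, and 189 and 92 in the 1:10 mix. Relative to the median of the other exons, exon 6 was at 1.28 ± 0.257 in IVT only, 0.308 ± 0.0278 in the 1:1 mix, 0.940 ± 0.0335 in the 1:2 mix and 1.61 ± 0.498 in the 1:10 mix. Compared with the other exons of the transcript, exon 6 had a log2 change in usage of -1.95 in the 1:1 mix against IVT only (standard error 0.454, adjusted p = 0.0128 from limma's diffSplice with Benjamini-Hochberg adjustment over all tested exons). With the replicate number as a block the adjusted p was 0.000656, with each library's trend with GC-content removed it was 1.8e-05, and with only the libraries of these dilutions in the fit it was 0.116. The log2 change was -0.38 in the 1:2 mix and 0.31 in the 1:10 mix, neither past an adjusted p of 0.05 (adjusted p = 1.00 for both).

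**Figure D2:**
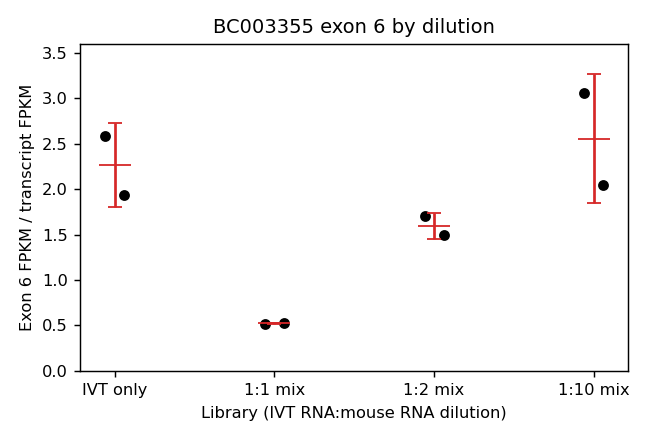
FPKM of exon 6 of BC003355 over the FPKM of the transcript in the IVT only libraries and the 1:1, 1:2 and 1:10 mixes. Black points are the 2 replicates, and red lines are the mean with its SD. Both replicates of the 1:1 mix lie near 0.52, below both replicates of each of the other dilutions.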

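In replicate 1, exon 6 of BC003355 was at 2.59 times the transcript FPKM in IVT only, 0.519 in the 1:1 mix, 1.70 in the 1:2 mix and 3.06 in the 1:10 mix. In replicate 2 it was at 1.94, 0.524, 1.49 and 2.05 times the transcript FPKM in the same order. The 1:1 mix was lowest, the 1:2 mix was next, and the 1:10 mix was highest in both. In IVT only and the 1:10 mix, the replicates themselves were apart by 0.462 and 0.713 (SD, n = 2).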

Interestingly, the overall pattern of variation relative to the rest of the transcript across the dilutions was maintained between the replicates. 

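BC003355 had 0.0295 and 0.0723 FPKM in the mouse only replicates. The floor of 3 fragments on a transcript of median length was 0.166 and 0.202 FPKM in these libraries, so both values lie below it. In the 1:10 mix, with the highest share of mouse RNA, the transcript had 35.8 and 32.4 FPKM.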

Almost no reads in the mouse-only sample map to this transcript, which eliminates the possibility that this variability was due to incorrect alignment of mouse RNA.

**Figure 3:**
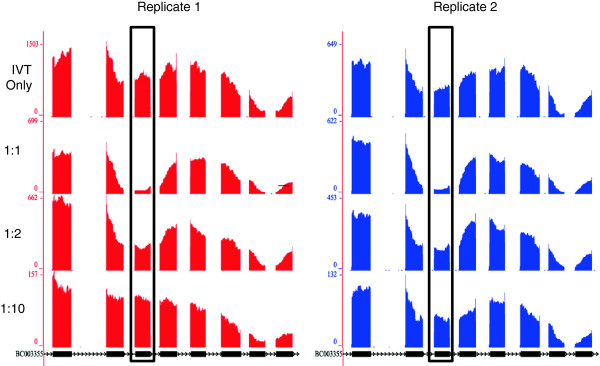
**Between-sample variations in RNA-seq coverage.** RNA-seq coverage plots across all samples for exons 4 to 11 of the IVT transcript BC003355. The black rectangles identify exon six, which shows extreme variability in coverage relative to the rest of the transcript when viewed across all of the samples. The ratio of IVT RNA to mouse RNA is listed to the left of each sample’s coverage plots. Coverage plots (red for first replicate; blue for second replicate) are displayed according to the gene model (black), as it is mapped to the reference genome. Blocks in the gene model correspond to exons and lines indicate introns. The chevrons within the intronic lines indicated the direction of transcription. Numbers on y-axes refer to RNA-seq read-depth at a given nucleotide position.

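The list in Additional file 6 holds 86 regions, and their names contain 64 different clones. The blocks of these regions have a median length of 68 bp and cover a median of 10.1% of the exon they lie in. Of the exons they touch, 63 in 56 transcripts are at least 100 bp long and belong to transcripts detected in all 8 libraries with IVT RNA and with less than 5 FPKM in mouse only. The median absolute deviation of the exon FPKM over the transcript FPKM, taken across the 4 dilutions, had a median of 0.0506 in replicate 1 and 0.0330 in replicate 2 over these 63 exons. For the 234 other exons of the same transcripts it was 0.0991 and 0.0889, and for 2882 exons of other transcripts 0.0757 and 0.0511. For the 16 exons covered to at least 20% by such regions it was 0.170 and 0.113. This deviation is not scaled to the size of the ratio, which tends to be higher for short exons. Exon lengths were not compared between these groups, so their order does not show which exons varied more. Since the regions were chosen by the authors for their variability in these libraries, no test was made of it.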

Including BC003355, we found 86 regions of high, unpredictable coverage (hunc) spread across 65 transcripts (Additional file 6). Therefore, over 6% of the 963 IVT transcripts contained regions showing wild but reproducible variations in RNA-seq coverage between samples. 

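The 64 transcripts are 6.65% of the 963. Across the 63 exons, the median absolute deviation in replicate 1 and that in replicate 2 had a Pearson correlation of 0.807 and a Spearman rho of 0.866. The deviation is not scaled to the exon's ratio to the transcript, so differences in this ratio between exons can raise both values. These exons are not independent replicates, and they were selected in part for a high deviation in both replicates, so no p is given.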

While identifying these hunc regions, we used a two-stage filter to eliminate variable regions resulting from mouse reads mapped to highly similar human sequences. 

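None of the 64 transcripts with a listed region had 5 FPKM or more in a mouse only library. Their highest mouse only value was 4.66 FPKM and the median over transcripts was 0.608 FPKM.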

First, we eliminated all hunc regions coming from transcripts with FPKM ≥5 in either mouse-only dataset. Next, to account for localized misalignment of mouse reads, we filtered out all hunc regions with an average coverage ≥10 in either mouse-only dataset. We also removed those hunc regions with mouse-only coverage ≥10 in the flanking 100 base pairs (bp) on either side. Given the stringent criteria we used to identify these hunc regions (see *Materials and methods* section for full details), it is likely that this is an underestimate. To address the possibility that mouse RNAs may interact with homologous human RNAs and interfere with them in *trans*, we assayed the sequences surrounding these regions using the MEME Suite [18], but we found no sequence motifs these regions have in common. Furthermore, the depth of coverage at these regions did not follow a linear relationship with the increasing mouse RNA, which suggests it is not simply a direct interaction with the background RNA. 

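The relative coverage of the 63 exons with hunc regions was followed from IVT only through the 1:1 and 1:2 mixes to the 1:10 mix. It rose or fell at every step in 10 of the 63 exons in replicate 1 and in 9 in replicate 2, and in 2 exons it did so in the same direction in both replicates. Among the 2882 exons of transcripts without such regions, 53 changed at every step in the same direction in both replicates. The paper reasons from the lack of a linear relationship with the amount of mouse RNA, and proposes that the variation is more than a direct interaction with the background RNA.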

There is no clear cause for these hunc regions, particularly since we prepared all samples from the same pool of IVT RNA and the only difference between samples was the relative ratios of IVT RNA to mouse liver RNA. We also searched for hunc regions that were divergent between the two replicates, but found none. 

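A comparison of exon usage between all 4 replicate 2 and all 4 replicate 1 libraries with IVT RNA, with the dilution as a block, covered 4546 exons of 580 transcripts. At an adjusted p under 0.05 (limma's diffSplice on log2(FPKM + 0.1), Benjamini-Hochberg), 133 exons in 90 transcripts differed in usage, 53 higher and 80 lower in replicate 2. Of these, 126 differed in the same direction in all 4 dilutions and 30 by more than 2-fold. Without the block, 4 exons passed. After each library's trend with exon GC-content had been removed, 26 exons passed. These are differences between whole exons, and regions as short as the hunc regions were not searched for.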

If such regions do exist, they could be identified and overcome by creating libraries in duplicate. The hunc regions we identified above with expression patterns maintained between replicates present a greater challenge, as they could not be identified and filtered out by creating duplicate libraries. This is particularly problematic for using exon-level expression values to identify alternative splicing events or differential expression. 

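Exon usage in each mix was compared with that in IVT only by limma's diffSplice on log2(FPKM + 0.1), which sets the change of an exon against that of the other exons of its transcript. The fit used all 8 libraries with IVT RNA and covered 4546 exons of 580 transcripts with at least 10 fragments in each library and under 5 FPKM in mouse only. At an adjusted p under 0.05 (Benjamini-Hochberg), 29 exons differed in the 1:1 mix, all 29 lower than in IVT only, 4 in the 1:2 mix (2 higher and 2 lower) and 5 in the 1:10 mix (3 higher and 2 lower). At an unadjusted p under 0.05 there were 227, 200 and 231 exons, which is 4.99%, 4.40% and 5.08% of those tested. Among the 29 exons of the 1:1 mix, 25 were first exons and 24 differed by more than 2-fold, and their median GC-content was 74.1%, against 52.3% for all tested exons. After each library's trend with exon GC-content had been removed, 10 exons passed in the 1:1 mix, 0 in the 1:2 mix (34 at an unadjusted p under 0.05) and 2 in the 1:10 mix.

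The replicate numbers of the sample labels were used to pair the libraries. This pairing is not established, and the transcript FPKM correlations below put that of the 1:1 mix in doubt. With the replicate number as a block, 88 exons passed in the 1:1 mix, 31 in the 1:2 mix and 40 in the 1:10 mix. With the block and the GC-content trend removed, 22, 1 and 2 exons passed. Libraries with the same number deviated together in exon usage, with correlations between dilutions from 0.292 to 0.722 (median 0.577). In transcript FPKM, however, the correlation between same-numbered libraries was -0.417 for IVT only with the 1:1 mix, -0.112 for the 1:1 with the 1:2 mix and -0.129 for the 1:1 with the 1:10 mix, and from 0.659 to 0.822 for the pairs without the 1:1 mix. With the numbers of the 1:1 mix crossed in the block, an alternative added after the data had been seen, 59 exons passed in the 1:1 mix.

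In the 1:1 mix, the largest changes past the threshold outside the transcripts the paper names were those of exon 1 of BC001271 (CCN1, chromosome 1 from 86046509 to 86046730), with a log2 change of -2.43 (standard error 0.382, adjusted p = 0.000753), and exon 2 of BC003685 (PITX1, chromosome 5 from 134369403 to 134369639), with -2.29 (standard error 0.484, adjusted p = 0.0188). In the 1:2 mix they were exon 10 of BC015803 (IRF2, chromosome 4 from 185308889 to 185308975), with -1.98 (standard error 0.290, adjusted p = 9.2e-05), and exon 1 of BC000133 (ZNF76, chromosome 6 from 35227511 to 35227618), with 0.90 (standard error 0.203, adjusted p = 0.0428). In the 1:10 mix the same exon 10 of BC015803 changed by -2.55 (standard error 0.290, adjusted p = 1.4e-07), with 14 fragments in each 1:10 library, and exon 1 of BC011410 (ALDH9A1, chromosome 1 from 165667615 to 165667778) by 1.46 (standard error 0.232, adjusted p = 0.000149). This exon of BC011410 had 29.1 and 23.7 FPKM in the mouse only libraries and 28.2 and 15.8 FPKM in the 1:10 mix, although the whole transcript stayed under 5 FPKM in mouse only. These exons were selected for a change in the same direction in both same-numbered pairs of libraries, so that agreement is no separate check. With the GC-content trend removed, the adjusted p of exon 1 of BC000133 and of exon 1 of BC011410 was 1.00, and that of exon 10 of BC015803 was 0.553 in the 1:2 mix and 0.00411 in the 1:10 mix. In the transcripts named by the paper, exon 4 of BC015891 changed by -1.36 in the 1:10 mix (standard error 0.253, adjusted p = 0.0189). The gaps between this listed exon and its neighbours 3 and 5 are too short for introns.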

The within-transcript and between-sample variation we see in our IVT-seq data suggests that library generation introduces strong technical biases, which could confound attempts to study the underlying biology.

### Sources of variability in RNA-seq coverage

There are three potential sources for technical bias in library preparation: RNA-specific molecular biology (RNA fragmentation, reverse-transcription), RNA selection method (rRNA depletion, polyA selection), and sequencing-specific molecular biology (adapter ligation, library enrichment, bridge PCR). To identify biases introduced solely by sequencing-specific molecular biology, we created a DNA-seq library from the same MGC plasmids used as templates for the IVT-seq libraries (Additional file 7: Figure S5). In doing this, we skipped the steps specific to the IVT or RNA molecular biology. We also prepared two additional IVT-seq libraries using polyA selection or no selection, instead of rRNA depletion. By comparing our plasmid library data and the IVT-seq data using various selection methods, we could identify which coverage patterns were the result of RNA-specific molecular biology, the RNA selection method, or of some common aspect of the library-generation protocol.

We sequenced the plasmid library using an Illumina MiSeq and aligned the resulting data to the human reference genome using the same method as the IVT-seq libraries. 

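The plasmid library is DNA sequenced from the linearized templates, and the no selection and polyA libraries were made from IVT RNA without mouse RNA. Each is a single library, so differences between these libraries and the rRNA-depleted data have no replicate check of their own, and the spread between the 2 IVT only replicates is the only replicate error at hand. The rRNA-depleted values below are the mean of these replicates. In the plasmid library 24008610 fragments were sequenced and 5969758 (24.9%) mapped to the human genome. In the polyA library 7214472 of 7779720 fragments mapped (92.7%), and in the no selection library 97410895 of 105970103 (91.9%). The no selection library was thus over 10 times as deep as the plasmid and polyA libraries, and the floor of 3 fragments on a transcript of median length was 0.0182 FPKM there, 0.245 FPKM in the polyA library and 0.297 FPKM in the plasmid library. The authors aligned and quantified all of them with RUM as they did the dilution series. The estimated fragment length was 172 bp in the plasmid, 161 bp in the no selection and 127 bp in the polyA library.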

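In the plasmid library 924 of the 963 transcripts (96.0%) had FPKM values of 5 or more, against 869 and 870 in the IVT only libraries and 870 in the no selection library. With a threshold of 1 FPKM the plasmid library detected 933 transcripts, and with 10 FPKM it detected 912. Both IVT only libraries and the plasmid library shared 864 transcripts.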

In this plasmid data, we saw 924 of the cDNA clone sequences with FPKM values ≥5, compared to approximately 870 in both of the IVT only samples (Table 1). This small drop in coverage was likely because the IVT RNA goes through more pooling steps during library construction than the plasmids. Furthermore, the plasmids are not affected by transcription and reverse transcription efficiencies. Additionally, the plasmid data mapped to the cDNA sequences with an average, normalized coverage of 42.08, which is within the range of coverage values we see for the IVT-seq samples. 

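The mean FPKM of the detected transcripts was 542 in the plasmid library, which corresponds to a normalized average depth of 108. The 8 libraries with IVT RNA of the dilution series lay between 45.5 and 124 on the same scale. With the median in place of the mean, the plasmid value was 106.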

We sequenced the no selection and polyA selection libraries on a HiSeq 2500. These data also show cDNA clone coverage values similar to the other IVT-seq libraries.

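The no selection library detected 870 transcripts with a median of 481 FPKM, and the polyA library detected 829 with a median of 124 FPKM. In IVT only the median was 442 FPKM in both replicates and in the plasmid library 531 FPKM. The polyA library had the highest mean of these, 834 FPKM, and 458 transcripts (47.6%) above 100 FPKM, against 772 (80.2%) in the no selection and 830 (86.2%) in the plasmid library.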

The plasmid data represents the ‘input’ into the IVT reaction and the no selection data represents the closest measure of its direct output. By measuring the 3′/5′ ratio in depth of coverage for each IVT transcript, we could assess the processivity of the SP6 polymerase. In a perfectly processive reaction, this 3′/5′ ratio would be 1, indicating the polymerase did not fall off the cDNA template and lead to the formation of truncated products. The median 3′/5′ ratios for the plasmid and no selection data were 1 and 0.98, respectively, indicating premature termination of the IVT reaction was not a factor in our analyses.

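At exon resolution, the 3'/5' ratio was taken between the regions of 85 to 95% and of 5 to 15% of transcript length, each as the length-weighted mean FPKM of the exons it overlaps, for transcripts over 5 FPKM whose regions share no exon. The median was 0.615 in the plasmid library (95% confidence interval 0.594 to 0.643, 838 transcripts) and 0.460 in the no selection library (0.439 to 0.476, 788 transcripts). Since last exons are often long and short exons gain shared fragments, these values depend on the counting. With counts divided by exon length plus fragment length, the medians were 0.938 and 0.690. Relative to the plasmid library, the per-transcript ratio in the no selection library had a median of 0.736 over 783 transcripts, and it was above the plasmid ratio in 16.6% of them. With the 5' and 3' sides of the transcript divided at the middle, the medians were 0.726 and 0.612. From its ratios the paper concludes that premature termination was not a factor in its analyses.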

### Effect of different RNA selection methods on coverage patterns

Our analysis is illustrated by an examination of the coverage plots for BC003355 across all of our different datasets. 

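The highest over the lowest exon FPKM of BC003355 was 2.27 in the plasmid library, 3.07 in the no selection library, 7.53 and 8.77 in the IVT only replicates and 12.5 in the polyA library. With counts divided by exon length plus fragment length it was 1.57 in the plasmid, 1.49 in the no selection, 6.00 and 9.00 in the IVT only replicates and 5.94 in the polyA library. In the rRNA-depleted data exon 13 was the lowest, with 48.9 FPKM in the mean of the replicates, and exon 3 the highest with 357 FPKM. Over the 17 exons, the Pearson correlation of log2(FPKM + 0.1) with the no selection library was 0.440 for IVT only replicate 1 and 0.277 for replicate 2, and with the plasmid library 0.572 and 0.404.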

The high degree of variability we noted in this gene’s coverage plot from our rRNA-depleted data was absent in the no selection and plasmid data (Figure 4A). While the polyA data also showed fewer peaks and valleys than the rRNA-depleted total RNA-seq data, it was marked by the well-documented 3′ bias. These data suggest that the rRNA depletion step is likely responsible for a large quantity of the observed coverage biases.

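In the polyA library BC003355 had 12.6 FPKM, against 111 and 63.0 FPKM in the IVT only replicates. Its lowest exon was exon 1 with 5.78 FPKM and its highest exon 15 with 72.3 FPKM, a 12.5-fold difference. Exon 6 was at 1.40 times the transcript FPKM with 17 fragments, compared with 2.00 in the no selection and 2.47 in the plasmid library.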

**Figure 4:**
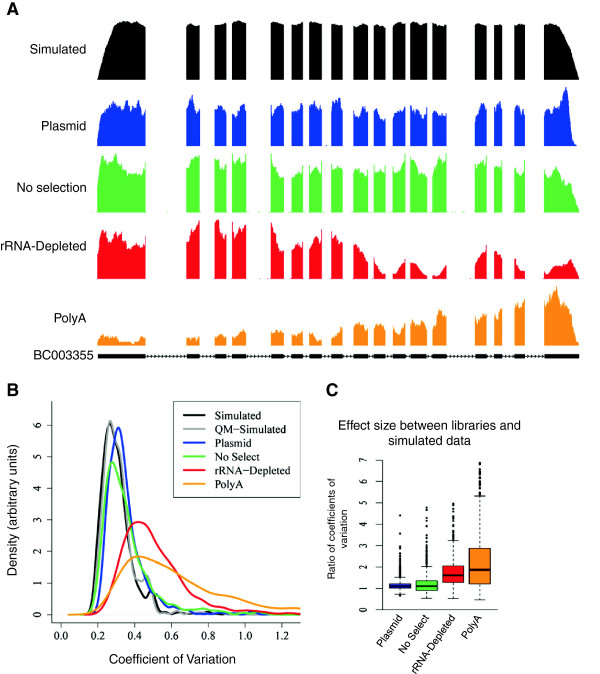
**Sources of bias in RNA-seq coverage. (A)** RNA-seq coverage plots for IVT transcript BC003355 from simulated (black), plasmid (blue), no selection (green), rRNA-depleted (red), and polyA (orange) data. The gene model is displayed in black, below all of the coverage plots. Blocks correspond to exons and lines indicate introns. The chevrons within the intronic lines indicate the direction of transcription. **(B)** Distributions for coefficients of variation across data displayed above, with the addition of the QM-simulated data (gray). Note that while the graph is cutoff at a coefficient of variation of 1.3, the tails for the rRNA-depleted and polyA distributions extend out to 2.13 and 2.7, respectively. **(C)** Effect sizes for the differences in distribution of coefficients of variation between sequencing libraries and simulated data. Effect sizes are calculated as the per-transcript ratios of coefficients of variation between a given library and the simulated dataset. QM, quantity matched.

To quantify the variability for each selection method, we calculated the coefficient of variation at the single base level in coverage for all IVT transcripts across each of these datasets (Figure 4B). 

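The coefficient of variation was computed over the internal exons of at least 100 bp, for the same 492 transcripts in every library. Its median was 0.161 in the plasmid library (95% confidence interval of the median over transcripts 0.152 to 0.169), 0.184 in the no selection library (0.176 to 0.196), 0.269 in the rRNA-depleted data (0.2504 to 0.2858) and 0.352 in the polyA library (0.328 to 0.371). The IVT only replicates alone had medians of 0.280 and 0.263, closer to each other than to the plasmid or no selection library. With counts divided by exon length plus fragment length, the medians were 0.0947, 0.117, 0.209 and 0.328 in the same order. For simulated even coverage, over transcripts not limited to the 492, the median was 0.166 without this correction and 0.0527 with it. The plasmid value as deposited thus lay near that of simulated even coverage. No p is given between libraries, since the plasmid, no selection and polyA libraries are single.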

Using a Wilcoxon rank-sum test (plasmid n = 924, no selection n = 870, rRNA-depleted n = 869), we found the rRNA-depleted data had significantly higher variability than the no selection and plasmid data (*P* <2.2e^-16^). Furthermore, the rRNA-depleted and polyA libraries were more than 60% more variable on average than the plasmid library (Figure 4C). This suggests that a significant portion of the observed variability in coverage across transcripts in the IVT-seq data is the result of RNA-specific molecular biology, specifically the RNA selection step. Furthermore, after accounting for bias introduced by the sequences themselves (plasmid data) and bias introduced by the IVT reaction (no selection data), we found that 50% of transcripts had two-fold and 10% had 10-fold variation in within-transcript expression (Table 2 and Additional file 5: Figure S4). 

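For each of the 492 transcripts the coefficient of variation was divided by that of the plasmid library. The median ratio was 1.54 in the rRNA-depleted data (1.61 and 1.48 in the separate replicates), 2.15 in the polyA library and 1.14 in the no selection library. The coefficient was higher than in the plasmid library for 399 transcripts (81.1%) in the rRNA-depleted data, 419 (85.2%) in the polyA library and 308 (62.6%) in the no selection library. Use of all exons of at least 100 bp, first and last included, lowered the polyA ratio to 1.25 and the rRNA-depleted ratio to 1.32. Counts divided by exon length plus fragment length gave ratios of 2.08 for the rRNA-depleted, 3.34 for the polyA and 1.30 for the no selection data. The paper reasons from the higher variability of the selected libraries and proposes that much of it comes from RNA-specific molecular biology, above all from the RNA selection step.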

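Over the 492 transcripts, a difference of more than 2-fold between internal exons was found for 103 in the plasmid library (20.9%), 134 in the no selection library (27.2%), 244 in the rRNA-depleted data (49.6%) and 307 in the polyA library (62.4%). A difference of more than 10-fold was found for 2, 6, 12 and 28 transcripts in the same order (0.407%, 1.22%, 2.44% and 5.69%). With counts divided by exon length plus fragment length, the shares over 2-fold were 4.88%, 10.4%, 36.0% and 56.9%, so the order of the libraries was the same.

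**Figure D3:**
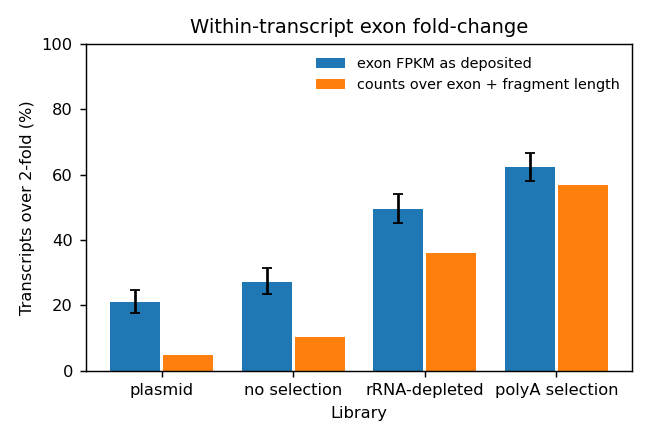
Percent of 492 transcripts whose highest internal exon exceeded the lowest by more than 2-fold in the plasmid, no selection, rRNA-depleted (mean of 2 replicates) and polyA libraries. Blue bars use exon FPKM as deposited, with 95% Wilson intervals that cover counting of transcripts only, and orange bars use counts divided by exon length plus fragment length. Both sets of bars rise from the plasmid (20.9% and 4.88%) to the polyA library (62.4% and 56.9%).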

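Between the rRNA-depleted and polyA data, the share of transcripts over 2-fold was 49.6% (95% Wilson interval 45.2 to 54.0, with 52.4% and 49.4% in the separate replicates) and 62.4% (58.04 to 66.57). With all exons of at least 100 bp, first and last included, the order was the opposite, with 91.5% in the rRNA-depleted data and 78.3% in the polyA library. With these exons the plasmid library was itself at 80.8% and the no selection library at 90.8%. The polyA library thus lay below the plasmid DNA, so this setting does not isolate the effect of RNA selection.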

While it is well-appreciated that polyA selection introduces bias, we found that rRNA-depleted data introduced just as much if not more. Neither simulated dataset showed transcripts with a two-fold or higher change in within-transcript expression. Again, this suggests that the observed within-transcript variations are not the result of alignment artifacts or sampling due to low or high expression. One commonly acknowledged source of bias arises from random priming during library preparation [10]. When we examined the different libraries, we saw that fragments from all of the RNA-seq data showed nucleotide frequencies characteristic of random priming bias (Additional file 8: Figure S6). As expected, the plasmid data showed no such bias, since it was derived directly from DNA and did not require a cDNA-generation step. However, the significant differences between all RNA libraries suggest that bias from random priming is not the only factor. The plasmid and no selection data still contain a fair amount of variability when viewed alongside the simulated data (Figure 4A; black). When we examined the entire dataset, both the plasmid and no selection data had significantly higher variation than either simulated dataset (Wilcoxon rank-sum test; simulated data n = 963, QM-simulated data n = 869, plasmid n = 924, no selection n = 870; *P* <2.2e^-16^). These data suggest that sequencing-specific molecular biology common to all libraries we prepared (adapter ligation, library amplification via PCR) is also responsible for a portion of the observed coverage variability and sequencing bias.

### Biases associated with sequence features are dependent on RNA selection method

Given these significant differences in coverage variability, we sought to identify sequence features that might contribute to this bias. We considered three quantifiable sequence characteristics: hexamer entropy, GC-content, and sequence similarity to rRNA (see *Materials and methods* for a detailed description of these metrics). For each sequencing strategy (plasmid, no selection, rRNA-depleted, polyA), we tested if any of the three sequence characteristics had a significant effect on variability in sequencing coverage, as measured by the coefficient of variation. While we are primarily focused on coverage variability as an indicator of sequencing bias, we also looked at depth of coverage, as measured by FPKM.

For each sequencing strategy, we sorted the transcripts by coverage variability or depth. Next, we selected the 100 most and 100 least extreme transcripts from each list. We compared the values of the sequence characteristics between the 100 most and 100 least extreme transcripts using a Wilcoxon rank-sum test. Significant *P*-values indicate a significant association of the sequence characteristic with coverage variability and/or depth. The results of our analysis are displayed as box-plots (Figure 5 and Additional file 9: Figure S7).

**Figure 5:**
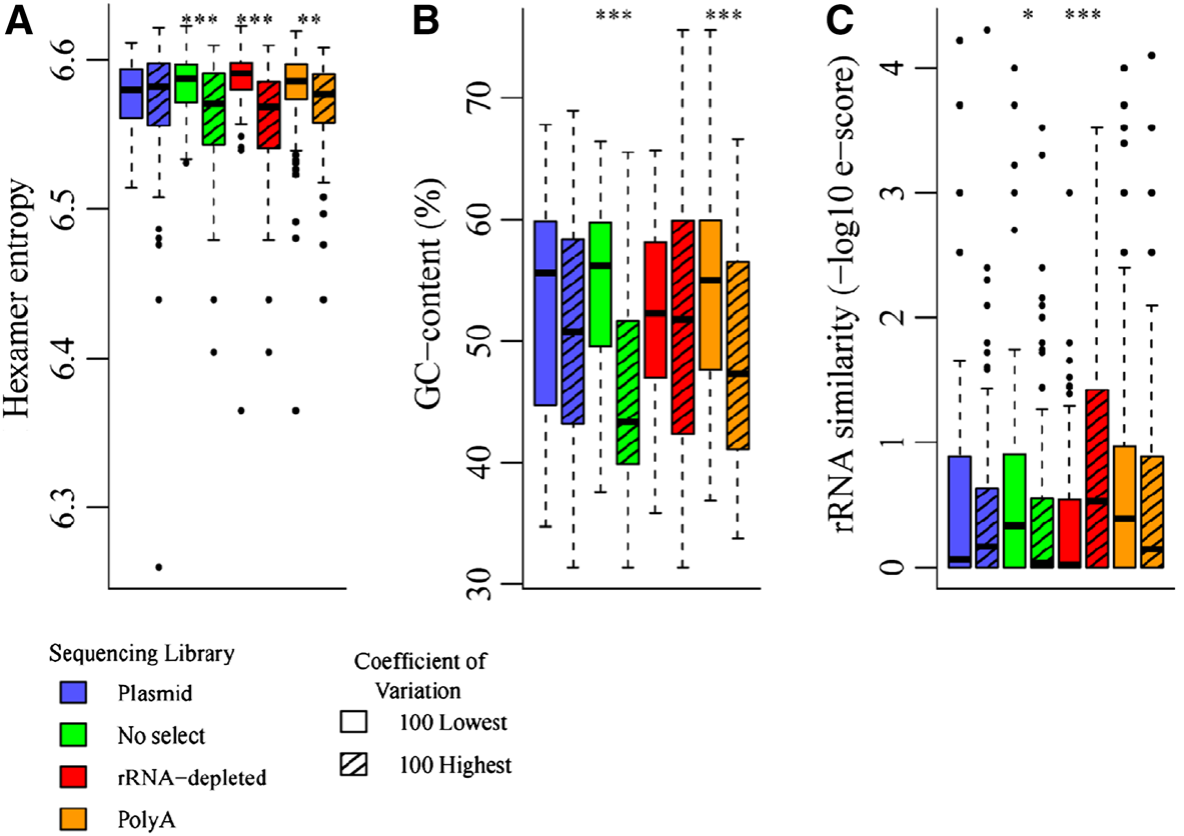
**Effects of sequence characteristics on coverage variability.** Distributions of **(A)** hexamer entropy, **(B)** GC-content, and **(C)** rRNA sequence similarity for the 100 transcripts with the highest and lowest coefficients of variation for transcript coverage from the plasmid, no selection, rRNA-depleted, and polyA libraries. Asterisks indicate the significance of a Wilcoxon signed-rank test comparing values for the listed sequence characteristics between each pair of groups from the same sample. *P <0.05; **P <0.01; ***P <0.001.

To check for any confounding effects between coverage depth and variability, we tested the least and most expressed transcripts for any correlations with variability in coverage (Additional file 10: Figure S8). The polyA library showed a significant correlation (*P* <2.2e^-16^) between coverage variability and depth, which indicates sequence features could be affecting coverage through variability (or vice versa). 

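In the polyA library, the 100 transcripts with the highest FPKM had a median exon-level coefficient of variation of 0.312 and the 100 with the lowest FPKM had 0.438, of 495 transcripts over 5 FPKM with at least 3 internal exons of 100 bp. The difference of -0.126 had p = 4.0e-05 in a two-sided permutation test with 100000 resamples (adjusted p = 8.0e-05 over the 4 libraries by Benjamini-Hochberg). Transcripts of one library are not independent replicates, and these tests describe the libraries at hand.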

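In the rRNA-depleted data the 100 transcripts with the highest FPKM had a median exon-level coefficient of variation of 0.243 and the 100 with the lowest had 0.302. The difference of -0.0590 had p = 0.00403 in the permutation test (adjusted p = 0.00537, 524 transcripts). It was -0.0963 for replicate 2 alone and -0.0588 for replicate 1 alone.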

The rRNA-depleted data showed a slight, significant correlation (*P* = 0.04933). It is possible some feature of RNA selection affects both variability and coverage, given that we saw no significant correlations for the two remaining samples. This indicates that coverage variability and depth are independent for the plasmid and no selection data.

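The exon-level coefficient of variation of the 100 transcripts with the highest FPKM was also lower in the plasmid library, with a median of 0.142 against 0.220 for the 100 with the lowest (565 transcripts). The difference of -0.0784 had permutation p = 1e-05, the smallest p that 100000 resamples can give (adjusted p = 4.0e-05). In the no selection library the medians were 0.161 and 0.203 (524 transcripts), a difference of -0.0420 with permutation p = 0.00962 (adjusted p = 0.00962). With the 50 highest and 50 lowest, the differences were -0.120 and -0.0867. Transcripts with low FPKM have fewer fragments on each exon, so counting error is larger there and can raise their coefficient of variation. How much of the difference in any of the libraries comes from counting error was not tested.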

All three sequence characteristics had a significant association with variability and depth-of-coverage in at least one of the sequencing strategies. In particular, lower hexamer entropy, a measure of sequence complexity [19-21], was strongly associated with higher variance in all of the RNA libraries (no selection *P* = 4.712e^-05^; rRNA depletion *P* = 3.956e^-11^; polyA *P* = 0.003921; Figure 5A). This suggests that bias associated with hexamer entropy is due partially to RNA-specific procedures in library preparation. Furthermore, an association with lower hexamer entropy indicates there are more repeat sequences in the transcripts with higher variability. This could be indicative of complex RNA secondary structures, as repeated motifs could facilitate hairpin formation. Furthermore, the absence of this association from the plasmid data suggests that this observation was not due to mapping artifacts. 

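Hexamer entropy, GC-content and rRNA sequence similarity were computed from the GRCh37 sequence of the exons, and the 100 transcripts with the highest and the 100 with the lowest exon-level coefficient of variation were compared by a two-sided permutation form of the rank-sum test with 100000 resamples. Together with the same comparisons by FPKM, the family holds 24 tests adjusted by Benjamini-Hochberg, of which 15 had an adjusted p under 0.05. Transcripts of one library are not independent replicates. The median hexamer entropy (natural log) of the most and least variable transcripts was 7.09 and 7.03 in the no selection library (mean rank difference 24.4, permutation p = 0.00279, adjusted p = 0.00670). It was 7.09 and 7.01 in the rRNA-depleted data (22.7, permutation p = 0.00546, adjusted p = 0.0119), 7.22 and 6.94 in the polyA library (64.9, permutation p = 1e-05, adjusted p = 4.0e-05) and 7.13 and 6.99 in the plasmid library (37.6, permutation p = 1e-05, adjusted p = 4.0e-05), where 1e-05 is the smallest p that the resamples can give. In all 4 libraries the more variable transcripts thus had the higher entropy at exon level. By FPKM, the 100 highest transcripts had lower entropy than the 100 lowest in all 4 libraries, with medians of 6.77 and 7.09 in the plasmid library. This entropy was not scaled to transcript length, which limits how high it can be. Length was not compared between the groups, so these differences cannot tell sequence complexity from transcript length.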

The plasmid data contained the same sequences as the RNA-seq data, and would be subject to the same biases introduced by our exclusion of multi-mapped reads.

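The median GC-content of the 100 most and 100 least variable transcripts at exon level was 47.8% and 49.2% in the no selection library (mean rank difference -8.84, permutation p = 0.281, adjusted p = 0.374) and 48.0% and 49.3% in the polyA library (-9.06, permutation p = 0.270, adjusted p = 0.374). Neither difference passed the threshold. With the 50 most and 50 least variable transcripts, the mean rank difference was 0.68 in the no selection and -10.2 in the polyA library. In the plasmid library the medians were 51.2% and 52.9% (-5.52, permutation p = 0.502, adjusted p = 0.602).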

Higher GC-content was strongly associated with lower coverage variability in the no selection and polyA data (*P* = 5.627e^-13^; *P* = 4.914e^-05^; Figure 5B), suggesting that the effects of GC-bias on within-transcript variability could arise, in part, due to some RNA-specific aspects of library preparation. 

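In the rRNA-depleted data the 100 transcripts with the highest and the 100 with the lowest FPKM had a median GC-content of 47.9% and 49.9% (mean rank difference -6.19, permutation p = 0.451, adjusted p = 0.570). By exon-level variability, the 100 most variable transcripts had a median of 53.1% and the 100 least variable 47.8% (27.7, permutation p = 0.000530, adjusted p = 0.00159). The FPKM values of the IVT only replicates were averaged for these comparisons, and their log2 ratio itself had a Spearman rho of -0.791 with GC-content.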

Also, it appears that GC-bias was not a significant contributing factor to either depth of coverage or the extreme variability in the rRNA-depleted data. 

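In the plasmid library the 100 transcripts with the highest FPKM had a median GC-content of 46.8% and the 100 with the lowest had 49.7% (mean rank difference -18.45, permutation p = 0.0235, adjusted p = 0.0376, 924 transcripts). In the no selection library the medians were 52.0% and 47.4% (31.2, permutation p = 0.000130, adjusted p = 0.000446, 870 transcripts). In the polyA library they were 51.4% and 47.0% (24.6, permutation p = 0.00265, adjusted p = 0.00670, 829 transcripts). With the 50 highest and 50 lowest, all of these directions were kept, with adjusted permutation p-values of 0.0156, 0.000274 and 0.000540.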

Meanwhile, lower GC-content was associated with higher coverage in the plasmid data (*P* = 3.776e^-05^), and lower coverage depth in the no selection and polyA libraries (no selection *P* = 8.531e^-05^; polyA *P* = 0.0009675; Additional file 9: Figure S7B). Given that this trend switched directions between the plasmid library and the RNA libraries, this also suggests that some RNA-specific aspect of library preparation is introducing GC-bias distinct from the high GC-bias associated with Illumina sequencing [22].

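Similarity to rRNA was scored as the negative log10 of the best BLAST e-value against 17 annotated 5S genes and a 14149 bp region of ribosomal DNA on an unplaced scaffold of GRCh37, which stand in here for the rRNA records of the paper. Only 9 transcripts had an e-value under 1e-05, so most scores reflect short matches. In the rRNA-depleted data the median score of the 100 most and 100 least variable transcripts was 0.577 and 0.259 (mean rank difference 19.25, permutation p = 0.0191, adjusted p = 0.0352). In the no selection library it was 0.114 and 0.333 (-2.31, permutation p = 0.778, adjusted p = 0.829). With the 50 most and 50 least variable transcripts, the difference in the rRNA-depleted data was 5.18 (permutation p = 0.372, adjusted p = 0.447). Whether the rRNA-depleted and no selection data differ from each other in this respect was not tested. The paper reports higher variability with higher rRNA similarity in the rRNA-depleted data. It finds a contribution of such similarity unsurprising, because the depletion probes pair with rRNA.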

Interestingly, higher rRNA sequence similarity was associated with higher coverage variability in the rRNA-depleted library (*P* = 9.006e^-05^) and lower variability in the no selection library (*P* = 0.0367; Figure 5C). It is unsurprising that similarity to rRNA sequences contributed to variability in the rRNA-depleted data, given that rRNA depletion is based upon pair-binding between probes and rRNA sequences. While it is unclear why this trend was reversed in the no selection library, it is striking given the significant increase in within-transcript variability between the no selection and rRNA-depleted libraries (Figure 4B). Furthermore, we saw a slight but highly significant correlation (Pearson R^2^ = 0.308452; *P* <2.2e^-16^) between a transcript sequence’s similarity to rRNA and the magnitude of the difference in coverage between the no selection and rRNA-depleted libraries (Additional file 11: Figure S9 and Additional file 12). While the majority of the factors contributing to the extreme bias in sequence coverage we saw in the rRNA-depleted data remain unclear, our data suggest this could be partially due to depletion of sequences homologous to rRNA.

Taken together, our data demonstrate the utility and potential of the IVT-seq method to identify sources of technical bias introduced by sequencing platforms and library preparation protocols.

## Conclusions

In this study, we present IVT-seq as a method for assessing the technical variability of RNA-seq technologies and platforms. We created a pool of IVT RNAs from a collection of full-length human cDNAs, followed by high-throughput sequencing (Figure 1). Because we know the identities and sequences of these IVT transcripts, and because they were created under conditions not affected by splicing and post-transcriptional modification, they are ideal for identifying technical biases introduced during RNA-seq library generation and sequencing. We used this method to demonstrate that library generation introduces significant biases in RNA-seq data, adding extreme variability to coverage and read-depth along the length of sequenced transcripts (Figure 2). Our most striking finding was that over 50% of the IVT transcripts showed more than two-fold differences in this within-transcript coverage attributable to library preparation and sequencing in the polyA and rRNA-depleted data (Table 2). We prepared all RNA-seq libraries from the same pool of IVT RNA, so these differences were due to library construction and sequencing methods. Furthermore, 6% of the IVT transcripts contained hunc regions with variable coverage across different dilutions of IVT and mouse liver RNA (Figure 3). We found it particularly concerning that these huncs were consistent between replicates, as this means these regions cannot be identified and avoided by making replicate libraries. While the exact cause of this effect is unclear, it could be due to some *trans* interaction between different RNA (human IVT RNA and the background mouse liver RNA). If this is the case, it could prove difficult to account for, given the challenges we have already encountered making predictions for miRNA targets and RNA secondary structure. Based on these results, we strongly recommend caution in interpreting exon-level quantification data, particularly for identifying and quantifying alternative splicing events, without further understanding of these biases.

Using simulated data and by sequencing at various stages of the process (plasmids, unselected IVT RNAs, rRNA-depleted, and polyA selected), we found each step introduced bias. 

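Among 4652 exons of at least 100 bp in 864 transcripts with FPKM of 5 or more in both the plasmid and the no selection library, 12 exons in 6 transcripts were below 0.25 of the transcript FPKM in both libraries. A further 6 were so only in the plasmid library and 13 only in the no selection library. Of the 12, 6 were internal and 6 were first or last exons. With a limit of 0.5 there were 23 exons in 15 transcripts.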

Regions of certain IVT transcripts were under-represented in both DNA and RNA, suggesting something inherent in their structure may resist cloning and sequencing properly. The IVT reaction had its own biases; however, by and large, it worked extremely efficiently with 90% of the input templates producing transcripts at detectable levels. 

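Of the 924 templates with 5 FPKM or more in the plasmid library, 864 (93.5%) reached 5 FPKM in the no selection library. The log2 ratio of no selection to plasmid FPKM had a standard deviation of 1.14 across 864 transcripts, with the 5th percentile at -2.20 and the 95th at 1.49. It fell with transcript length (Spearman rho -0.150, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.5e-05), and the corresponding rho in the IVT only replicates was -0.109 and -0.173. Transcripts are not independent replicates.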

PolyA sequencing revealed the well-described 3′ bias. 

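The median 3'/5' ratio at exon level was 1.60 in the polyA library (95% confidence interval 1.50 to 1.72, 751 transcripts), and it exceeded 2 in 282 transcripts (37.5%). Relative to the plasmid library the per-transcript ratio had a median of 2.55, and it was above the plasmid ratio in 92.0% of 746 transcripts. In the rRNA-depleted data the median was 0.566 (0.523 and 0.629 in the separate replicates), or 0.918 relative to the plasmid library. Corrected for exon length plus fragment length, the polyA median was 2.25 and the rRNA-depleted median 0.858.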

Finally, we saw extreme bias introduced by the rRNA depletion step. Though we have yet to find the majority of the sources for this extreme bias, knowing that it occurs and that it is at least partially due to rRNA sequence similarity is an important first step. By making this data available to the community, we hope that new experimental and analysis methods can be developed to account for the biases inherent in various aspects of RNA-seq.

Moreover, IVT-seq could be more broadly employed. By itself, the MGC collection has cDNAs derived from more than 16,000 mouse and human genes, including hundreds of genes for which there are more than one form. Therefore, in principle, it is possible to generate sequence profiles for representatives for nearly two thirds of the mammalian transcriptome, or spike in datasets to develop new and better methods for splice form detection and quantification. Similar profiling approaches could do the same for other organisms. In addition, IVT-seq is also immediately relevant to RNA-seq method development, for example, developing new protocols or refining existing ones. Finally, the method is not specific to Illumina sequencing and could be used to account for bias in other sequencing chemistries and methods (for example, SOLiD, Ion Torrent, PacBio).

Importantly, we are not suggesting that current generation RNA-seq is not a fantastic new technology or that quantification data is incorrect, particularly given the validated, reproducible results researchers have been able to gain through its use. Rather, we wish to provide a cautionary note that our understanding of this technology is still relatively new and incomplete. It is our hope that through the use of this data and IVT-seq, we will develop the means to minimize or account for bias in RNA-seq and truly realize the vision of digital gene expression.

## Materials and methods

### Amplification of plasmid library

Glycerol stocks containing individual cDNAs (cloned into pCMV-Sport 6 plasmid) from the MGC [17] were produced. Plasmid DNA was extracted from these glycerol stocks and plated at 50 ng per well in 384-well plates. The contents of three 384-well plates (total of 1,062 human transcripts; Additional file 1) were collected as follows: 10 μl sterile dH_2_O was added to each well and incubated at 37°C for 10 min to resuspend plasmid DNA in water. Plasmid DNAs were collected and combined in 1.5 mL tubes with the aid of a multichannel pipette and concentrated by ethanol precipitation. To amplify the library, 10 ng of plasmid library was transferred into *E. coli* DH5α cells (Invitrogen, Life Technologies, Carlsbad, CA, USA, catalog no. 18258–012). The heat shock method was used to transform *E. coli*. Briefly, cells were incubated with plasmid library for 5 min on ice and were subjected to 42°C for 30 s. Cells were transferred back to ice and incubated for 2 min. Next, 0.95 mL S.O.C. medium (Invitrogen, catalog no. 15544-034) was added to the cells before incubation at 37°C for 1 h with shaking at 225 rpm. Cells were plated on LB-agar (Thermo Fisher Scientific, Waltham, MA, USA, catalog no. BP9724-500) plates containing 100 μg/ml ampicillin. Plates were incubated for 16 h at 37°C to grow the colonies and 3,500 (approximately three times the library size) colonies were collected with liquid LB (Thermo Fisher Scientific, catalog no. BP9723-500). Cells were transferred into 100 mL liquid LB and incubated at 37°C for 2 h. Plasmids were purified using Qiagen (Hilden, Germany) maxiprep kit (catalog no. 12163), according to the manufacturer’s protocol.

### *In vitro* transcription from plasmid library

Plasmids were linearized by NotI enzyme so that the SP6 polymerase promoter site was upstream of the sequences to be transcribed. Reactions consisted of 5 U NotI (New England Biolabs, Ipswich, MA, USA, catalog no. R3189L), 5 μg library plasmid DNA, 1 X NEBuffer 4 (supplied with enzyme), and 90 μl of dH_2_O. The reaction was incubated at 37°C for 2 h to achieve complete digestion. We assessed the complete digestion of plasmid DNA using DNA gel electrophoresis. To eliminate NotI and possible RNase in reaction mixture, the sample was subjected to Proteinase K treatment. SDS and Proteinase K were added to the reaction mixture to a final concentration of 0.5% and 100 μg/mL, respectively. The sample was incubated at 37°C for 30 min. After Proteinase K treatment, the sample was subjected to phenol/chloroform extraction, followed by ethanol precipitation. The pellet was dissolved in 50 μl of RNase-free water. Next, *in vitro* transcription was carried out using MAXIscript® SP6 Kit (Ambion, Life Technologies, catalog no: AM1308). The reaction was composed of 1 μg of library plasmid, 1X transcription buffer, 0.5 mM of nucleoside triphosphates (GTP, ATP, CTP, and UTP), 40 U of SP6 RNA polymerase, and 10 μl of RNase-free water. The reaction was incubated at 37°C for 30 min. Next, the sample was treated with TURBO DNase to remove the plasmid templates. Briefly, 10 U of TURBO DNase (included with the MAXIscript SP6 Kit) were added to the reaction mixture and incubated at 37°C for 15 min. To stop the reaction, 1 μL of 0.5 M EDTA was added. To remove unincorporated nucleoside triphosphates and other impurities, the sample was precipitated with ammonium acetate/ethanol. The following reagents were added to the DNase -treated reaction mixture: 30 μL RNase-free water to bring the volume to 50 μL, 5 μL of 5 M ammonium acetate, and three volumes of 100% ethanol. The sample was chilled at -20°C for 30 min and then centrifuged at maximum speed in a 4°C table-top microcentrifuge. The supernatant was discarded and the pellet washed with ice-cold 70% ethanol. The pellet was dissolved in 50 μL of RNase-free water and the quality of RNA was assessed by agarose gel electrophoresis. In addition, PCR was carried out with IVT RNA to confirm total depletion of plasmid DNA.

### Mouse liver collection and RNA extraction

Wild-type, six-week old male C57/BL6 mice were acquired from Jackson Laboratories (Bar Harbor, Maine, USA). Mice were sacrificed and liver samples were quickly dissected and snap-frozen in liquid nitrogen. RNA was isolated from frozen mouse liver samples by TRIzol reagent according to the manufacturer’s protocol (Invitrogen, catalog no. 15596–026). All animal experiments were performed in accordance with the approval of the Institutional Animal Care and Use Committee.

### Construction and sequencing of RNA-seq library from IVT RNA

IVT RNA (2,500 ng, 150 ng, 75 ng, 15 ng, and 0 ng) was pooled with mouse liver RNA (0 ng, 2,350 ng, 2,425 ng, 2,485 ng, and 2,500 ng respectively) to a final quantity of 2.5 μg. Each pool was split into two replicate samples of 1 μg each. RNA pools were treated with Ribo-Zero Gold Kit (Epicentre, Illumina, San Diego, CA, USA, catalog no. RZHM11106) and converted into Illumina RNA-seq libraries with the TruSeq RNA Sample Preparation Kit (Ilumina, catalog no. FC-122-1001). Briefly, rRNA was removed from 1 ug of pooled RNA using Ribo-Zero Gold Kit and purified via ethanol/sodium acetate precipitation according to the manufacturer’s protocol. After drying, the RNA pellet was dissolved in 18 μL of Elute, Prime, Fragment mix (provided with the TruSeq RNA Sample Preparation Kit). RNA was fragmented for 8 minutes and 17 uL of this fragmented RNA was used to make the RNA-seq library according to Illumina TruSeq RNA Sample Preparation Kit protocol. After fragmentation and priming, first strand cDNA synthesis with SuperScript II (Invitrogen, catalog no. 18064014), second-strand synthesis, end-repair, a-tailing, and adapter ligation, the library fragments were enriched with 15 cycles of PCR. The quality and size of the library was assessed using Agilent (Santa Clara, CA, USA) 2100 BioAnalyzer. The five libraries from each replicate were pooled together and sequenced using a single lane from an Illumina HiSeq 2000 (paired 100 bp reads).

### Construction and sequencing of plasmid library

MGC plasmids were linearized by NotI-HF enzyme as before. These linearized plasmids were then fragmented using a Covaris (Woburn, MA, USA) S220 Focused-ultrasonicator. Briefly, 1.2 μg of linearized plasmid in a final volume of 60 uL of H_2_O was loaded into a microTUBE (Covaris, catalog no. 520045). The ultrasonicator was de-gassed and prepared according to the manufacturer’s protocol. Linearized plasmids were sonicated using the following conditions: intensity 5, duty factor 10%, cycles per burst 200, time 120 s, and water bath temperature 7°C. Fragmented plasmids were gel-purified using a 1% agarose gel (BioRad, Hercules, CA, USA, catalog no. 161–3107) and TAE running buffer (BioRad, catalog no. 161–0743). A slice between 100 bp and 700 bp was excised from this gel. DNA was purified from this gel slice using the MinElute Gel Extraction Kit (Qiagen, catalog no. 28606) according to the manufacturer’s protocol. Fragmented DNA was converted into a sequencing library using the TruSeq DNA Sample Preparation Kit (Illumina, catalog no. FC-121-2001). End repair, adenylation, adapter ligation, gel size-selection, and PCR enrichment were performed according to the manufacturer’s protocol. During the gel size-selection, a band between 300 bp and 500 bp was excised. The quality and size of the library was assessed using Agilent 2100 BioAnalyzer. This library was sequenced using an Illumina MiSeq (paired 100 bp reads).

### Construction and sequencing of no selection and polyA libraries

As with the other RNA-seq libraries, these libraries were prepared using the TruSeq RNA Sample Preparation Kit (Illumina, catalog no. FC-122-1001). For the polyA sample, 1 μg of IVT RNA was treated with polyA selection reagents included with the TruSeq RNA Sample Preparation Kit according to the manufacturer’s protocol. The remainder of the library preparation was carried out using the same conditions as for the other IVT RNA samples. For the no selection sample, 100 ng of IVT RNA at a concentration of 100 ng/μL was diluted with 17 μL of Elute, Prime, Fragment mix (provided with the TruSeq RNA Sample Preparation Kit). Again, the remainder of the library preparation was carried out as with the other samples. These samples were sequenced in a single Illumina HiSeq 2500 lane (paired 100 bp reads).

### Aligning, quantifying, and visualizing sequencing data

Raw reads from all sequencing samples were aligned to the human genome (GRCh37/hg19) using the RNA-seq Unified Mapper [14] (RUM; v2.0.4) with default parameters. Mapping statistics for all libraries are included in Additional file 13. RUM also generated RNA-seq coverage plots in bedgraph format, and calculated transcript- and exon-level FPKM values for each IVT transcript (accession numbers listed in Additional file 1). All analyses were performed using uniquely aligned reads (no multi-mappers) from the RUM_Unique and RUM_Unique.cov output files. Quantification was performed using annotations for the IVT transcripts that we downloaded from the MGC Genes track [17] on the UCSC Genome Browser [23]. Those IVT transcripts mapping to multiple loci or overlapping other IVT transcripts were removed from further analysis (marked with an asterisk in Additional file 1). All coverage plots in this paper were visualized in and captured from the UCSC Genome Browser. All statistical tests and correlation plots were performed in R.

### Generating simulated data

Simulated data was generated using the BEERS software package [24] from gene models for IVT transcripts, with an average coverage depth of 1,000 reads (10,000,000 reads total). All error, intronic read, and polymorphism parameters were set to zero. The remaining parameters used default values. For the QM-simulated data, FPKM values from replicate one of the IVT-only data were used as seeds for generating expression levels (40,000,000 reads total). This generated simulated data with FPKM values closely matching those from the real data (Additional file 3: Figure S2B). All other parameters were the same as for the other simulated data.

### Processivity analysis

Coverage data for each IVT transcript was extracted from coverage files for the plasmid and no selection samples. For each transcript, base pair-level coverage data was extracted from the regions spanning 5% to 15% and 85% to 95% of the transcript, by length. For example, given a 1,000 bp transcript, the first region spanned base pairs 50 to 150, and the second region spanned base pairs 850 to 950. These two coverage regions represent the 5′ end and 3′ end of the transcript, respectively. The first and last 5% of the transcript was excluded to avoid artifacts from the fragmentation process. Processivity of each transcript was assessed by the ratio of the mean depth of coverage from both of these regions (3′ region mean/5′ region mean). These processivity ratios were calculated for all transcripts in the plasmid and no selection data, with expression >5 FPKM.

### Calculating fold-change difference in within-transcript coverage

Coverage data for each of the IVT transcripts was extracted from the coverage files for the IVT-only, polyA, and no selection samples. The first and last 200 bp were trimmed from each transcript to prevent edge effects from interfering with the calculations. Due to this trimming, all IVT transcripts with less than 500 bp were discarded. All IVT transcripts expressed with FPKM <5 in any of the samples were discarded from further analysis. Nucleotide-level coverage data was grouped into percentiles based on depth of coverage. Average coverage was calculated across the 10th percentile and the 90th percentile. Fold-change differences in within-transcript coverage were calculated by dividing the 90th percentile average by the 10th percentile average. The list of transcripts with associated fold-change values is included in Additional file 14.

### Identifying hunc regions

Coverage data for each of the IVT transcripts was extracted from the coverage files from each of the rRNA-depleted datasets (replicate dilution series: IVT-only, 1 IVT:1 mouse, 1 IVT:2 mouse, 1 IVT:10 mouse, and mouse-only). These coverage plots were normalized between zero and one to allow comparison between different dilutions. For each nucleotide position in a transcript, the deviation in coverage between each of the samples was calculated using the median absolute deviation (MAD), due to its resistance to outliers. MAD scores were calculated across the different dilutions using R’s *mad* function with constant = 1. Next, a sliding window was used to calculate the average MAD in the 100 bp windows centered on each nucleotide in the transcript. The first 300 and last 250 windows were trimmed from each transcript to avoid confounding variability due to edge effects or fragmentation artifacts. All analysis up until this point was carried out separately on the two replicate datasets. The 95th percentile of MAD scores was calculated for each of the replicates using R’s *quantile* function (replicate 1: 0.08810424; replicate 2: 0.07183765). Only those regions with at least 20 contiguous windows having MAD scores above the appropriate 95th percentile values were retained for further analysis. Next, the BEDTools [25] intersect function was used to remove any regions with high MAD scores not present in both replicates. Finally, these remaining regions of high coverage variability were filtered for mouse reads misaligned to the human reference. Any regions coming from transcripts with FPKM ≥5 in the mouse-only samples were discarded. To account for localized misalignment of mouse reads, any regions with an average coverage >10 in the mouse-only samples or in the 100 bp on either side of the region were discarded. These remaining regions comprise the final list of regions with high coverage variability. To search for hunc regions not maintained between replicates, windowed MAD scores from replicate two were subtracted from those of replicate one. The 2.5th and 97.5th percentiles of these difference values were used as cutoffs (2.5th percentile: −0.07053690; 97.5th percentile: 0.09134876) to pull out the most extreme positive and negative difference values. Regions corresponding to these extreme difference values were filtered as above. Additionally, those difference regions within 200 bp of a previously identified hunc region were filtered out. This last filtering step accounted for cases where a difference region with high MAD scores was just an extension of an existing hunc region. Hunc regions and difference regions were manually checked to determine whether they represented regions where expression patterns deviated from the remainder of the transcript.

### Generating sequence characteristics

Sequences for each transcript were collected in R using the BSgenome, GenomicRanges, and GenomicFeatures packages. Hexamer entropy for each transcript was calculated as follows: occurrences of all possible hexamers in a given transcript were counted. These counts were converted into frequency space, and these frequency values were used to calculate the Shannon entropy. Shannon entropy is commonly used to represent complexity in nucleotide sequences or multiple alignments [19-21]. Similarity of transcripts to rRNA sequences was calculated as follows: each transcript was aligned to 45S (NR_046235.1) and 5S (X71804.1) rRNA using NCBI BLAST [26] and the e-score for the best alignment was saved.

### Sequence characteristic analysis

The list of IVT transcripts was sorted by transcript-level coefficients of variation for each library method (plasmid, no selection, polyA, replicate one of rRNA-depleted IVT-only). All transcripts with transcript-level FPKM ≤5 were excluded from further analysis. From this sorted list, the transcripts with the 100 least and 100 most extreme coefficients of variation were collected for each of the above sequencing samples. The values for hexamer entropy, GC-content, and rRNA sequence similarity were compared between every pair of 100 least and 100 most extreme coefficients of variation using a Wilcoxon signed-rank test (implemented in R as the *wilcox.test* function). This entire analysis was repeated using transcript-level FPKM values instead of the coefficients of variation. All boxplots were prepared using R.

### Data access

We deposited all sequencing data in the NCBI Gene Expression Omnibus under accession number [GEO:GSE50445]. We also loaded the coverage tracks on the UCSC Genome Browser, making them available to the community (comparison between different selection methods [27]; comparison between replicates [28]).

## Abbreviations

BEERS: Benchmarker for Evaluating the Effectiveness of RNA-Seq Software; bp: base pairs; FPKM: fragments per kilobase of exon per million mapped reads; hunc: high, unpredictable coverage; IVT: *in vitro* transcribed; MAD: median absolute deviation; MGC: Mammalian Gene Collection; RUM: RNA-Seq unified mapper.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JBH and RI conceived the research. NFL and IHK created the Illumina sequencing libraries. NFL, GRG, MB, RT, and RZ developed and performed the computational analysis. HD and AP contributed code. RI, JK, HD, KH, and AP assisted with the computational analysis. JBH, GRG, and NFL wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Accession numbers for IVT transcripts. Click here for file

Additional file 2: Figure S1 Expression comparison between replicates. **(A)** Correlation plots for log10 transcript-level FPKM values between replicate IVT-seq samples. Pearson R^2^ values for the correlations are included as inserts in each plot. **(B)** Distribution of FPKM values in both replicates of the IVT-only sample. FPKM values are plotted on the x-axis in log10 space. The y-axis is plotted in arbitrary density units. Click here for file

Additional file 3: Figure S2 Expression comparison between simulated and IVT data. Correlation plots for log10 transcript-level FPKM values between **(A)** simulated data or **(B)** QM-simulated data, and replicate one of the IVT-only data. Pearson R^2^ values for the correlations are included as inserts in each plot. Click here for file

Additional file 4: Figure S3 Coverage patterns are reproducible across replicates. Coverage patterns from both replicates for all transcripts in Figure 2. RNA-seq coverage plots from replicate IVT only samples (red – replicate one; blue – replicate two) for **(A)** BC015891, **(B)** BC009037, and **(C)** BC016283 are displayed according to the gene model (green), as it is mapped to the human reference genome. Blocks correspond to exons and lines indicate introns. The chevrons within the intronic lines indicate the direction of transcription. Numbers on y-axis refer to RNA-seq read-depth at a given nucleotide position. All transcripts are displayed in the 5ʹ to 3ʹ direction. Click here for file

Additional file 5: Figure S4 Fold-change in within-transcript coverage across libraries. The cumulative distribution functions for fold-change in within transcript coverage are displayed for the rRNA-depleted (red), polyA (orange), no selection (green), plasmid (blue), QM-simulated (gray), and simulated (black) datasets. Curves toward the left side of the plot indicate fewer genes contain high fold-change differences in coverage. Curves toward the right side of the plot indicate many genes contain high fold-change differences in coverage. The dotted lines indicate the y-axis values for none of the data (0.0) and all of the data (1.0). This plot is focused on the fold-change values between 1 and 10. See the *Materials and methods* section for full details on the fold-change calculations. Click here for file

Additional file 6 List of regions with high coverage variability (hunc regions). Click here for file

Additional file 7: Figure S5 Plasmid sequencing protocol compared to IVT-seq. The protocol for preparing MGC plasmids for DNA-sequencing library generation is displayed alongside the protocol for preparing IVT transcripts for RNA-seq library generation. Both protocols start by linearizing the plasmids. For DNA-sequencing, linearized plasmids are fragmented via Covaris sonication, and the resulting fragments are taken through the TruSeq protocol. For RNA-sequencing, the linearized plasmids are used as templates for an *in vitro* transcription reaction. IVT RNA is then pooled with mouse RNA, rRNA is removed from pool via Ribo-Zero Gold kit, rRNA-depleted pool is fragmented via metal-ion hydrolysis, and fragmented RNA is converted to cDNA via reverse transcription with random-hexamer priming. The resulting cDNA fragments are then taken through the TruSeq protocol. Click here for file

Additional file 8: Figure S6 Nucleotide frequency as a function of read position for sequencing reads at the 5ʹ ends of cDNA fragments. Frequencies are plotted for plasmid, no selection, rRNA-depleted, and polyA datasets. Click here for file

Additional file 9: Figure S7 Effects of sequence characteristics on coverage depth. Distributions of **(A)** hexamer entropy, **(B)** GC-content, and **(C)** rRNA sequence similarity for the 100 transcripts with the highest and lowest transcript-level FPKMs from the plasmid, no selection, rRNA-depleted, and polyA libraries. Asterisks indicate the significance of a Wilcoxon signed-rank test comparing values for the listed sequence characteristics between each pair of groups from the same sample. **P <0.01; ***P <0.001. Click here for file

Additional file 10: Figure S8 Confounding effects between coverage depth and variability. Distributions of transcript-level coefficients of variation for the 100 transcripts with the highest and lowest transcript-level FPKMs from the plasmid, no selection, rRNA-depleted, and polyA libraries. Asterisks indicate the significance of a Wilcoxon signed-rank test comparing values for the listed sequence characteristics between each pair of groups from the same sample. *P <0.05; ***P <0.001. Click here for file

Additional file 11: Figure S9 rRNA sequence similarity and coverage bias in rRNA-depleted data. Correlation plot between Smith-Waterman alignment score to rRNA sequences and the magnitude of the decrease in coverage depth between no selection and rRNA-depleted samples. A coverage drop of 1.0 indicates a large decrease in coverage between the no selection and rRNA-depleted samples. A coverage drop of 0 indicates no difference between the two samples. For full details on this analysis, see Additional file 12. Click here for file

Additional file 12 Description of window analysis of rRNA sequence similarity. Click here for file

Additional file 13 Alignment statistics for all sequencing datasets. Click here for file

Additional file 14 List of transcripts with associated fold-change values in within-transcript coverage. Click here for file

# Supplementary material for: IVT-seq reveals extreme bias in RNA sequencing
**Source:** Genome Biol. 2014 Jun 30;15(6):R86. doi: 10.1186/gb-2014-15-6-r86
**Supplement:** Additional file 9: Figure S7 — Effects of sequence characteristics on coverage depth. Distributions of (A) hexamer entropy, (B) GC-content, and (C) rRNA sequence similarity for the 100 transcripts with the highest and lowest transcript-level FPKMs from the plasmid, no selection, rRNA-depleted, and polyA libraries. Asterisks indicate the significance of a Wilcoxon signed-rank test comparing values for the listed sequence characteristics between each pair of groups from the same sample. **P <0.01; ***P <0.001.

**A** Hexamer entropy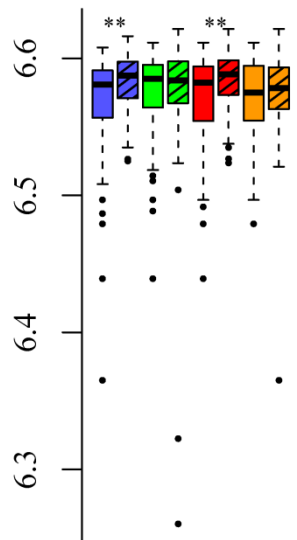**B** GC-content (%)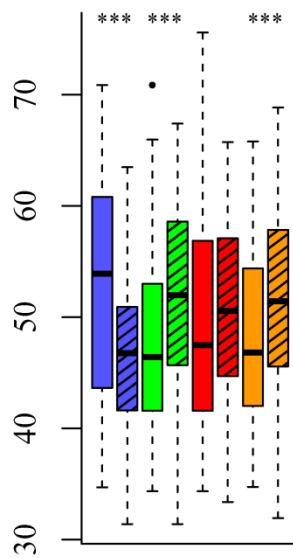**C** rRNA similarity ( $-\log_{10}$  e-score)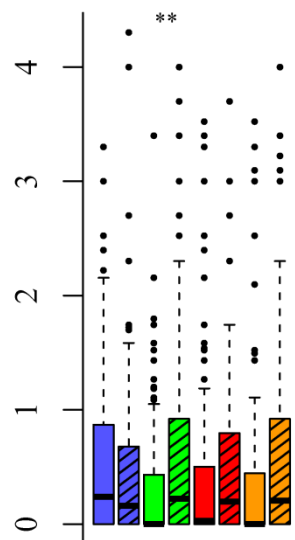

Sequencing Library

- Plasmid
- No select
- rRNA-depleted
- PolyA

Transcript FPKM

- 100 Lowest
- 100 Highest

# Supplementary material for: IVT-seq reveals extreme bias in RNA sequencing
**Source:** Genome Biol. 2014 Jun 30;15(6):R86. doi: 10.1186/gb-2014-15-6-r86
**Supplement:** Additional file 12 — Description of window analysis of rRNA sequence similarity.

## **Additional file 12: Description of window analysis of rRNA sequence similarity**

All transcripts with zero read counts in the no selection and rRNA-depleted data were discarded. Nucleotide-level read counts for each of the remaining transcript were normalized between 0 and 1 as follows: The read depth for each nucleotide was divided by the transcript's maximum read depth. This step was performed to account for any lane effects. Read counts from the rRNA-depleted data were scaled to be strictly less than or equal to their corresponding read counts in the no selection data as follows: ignoring the first and last 100 bp of the transcript, the nucleotide position with the smallest ratio between the no selection and rRNA-depleted data was determined. All nucleotides within that transcript were multiplied by this ratio. This step was performed under the assumption that biases introduced by rRNA-depletion will always result in a loss of coverage relative to the no selection data. A 128 bp window slid across each transcript in 16 bp increments and calculated the following: 1) the highest Smith-Waterman alignment score between the sequence in the current window and a library of rRNA sequences (see below), using the SimMetrics Java package (<http://sourceforge.net/projects/simmetrics/>). 2) The average difference in coverage between the no selection and rRNA-depleted data. The Pearson correlation between this coverage difference and the Smith-Waterman score in each window was calculated using the `cor.test` function in R.

Refseq IDs for rRNA sequences used in window analysis of rRNA sequence similarity.

### **Refseq\_ID**

NR\_003286.2  
NR\_003287.2  
NR\_023365.1  
NR\_023366.1  
NR\_023367.1  
NR\_023368.1  
NR\_023369.1  
NR\_023370.1  
NR\_023371.1  
NR\_023372.1  
NR\_023373.1  
NR\_023374.1  
NR\_023375.1  
NR\_023376.1  
NR\_023377.1  
NR\_023378.1  
NR\_023379.1  
NR\_046235.1  
NR\_048572.1  
NR\_049740.1

How the deposited data were processed for this re-analysis (not part of the article)

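The series holds 13 libraries, each with 1 deposited table: IVT only, the 1:1, 1:2 and 1:10 mixes and mouse only, all rRNA-depleted and with 2 replicates each, and single polyA, no selection and plasmid libraries. The replicates of the dilution series are samples of the same RNA pool, and their numbers are taken from the sample labels. The authors aligned paired reads with RUM v2.0.4 to GRCh37 and quantified the transcripts, exons and introns of the MGC gene models. The deposited FPKM is the count of uniquely mapped fragments of a feature per kb of its length and per mapped fragment of the library, with the total given in the first line of the table. The deposited count is the number of fragments that touch a feature, as counted by the authors, so that a fragment touching 2 exons is counted on both. The other FPKM column, which adds non-uniquely mapped fragments, was not used here, and neither was nucleotide-level coverage or the window comparison of coverage with rRNA sequence.

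Depth differed between libraries. Mapped fragments numbered 38237172 and 29278157 in IVT only, 23824059 and 21714926 in the 1:1 mix, 24139758 and 19582020 in the 1:2 mix, 12989430 and 10392308 in the 1:10 mix, 10697075 and 8746680 in mouse only, 7214472 in the polyA, 97410895 in the no selection and 5969758 in the plasmid library. On a transcript of median length, 3 fragments correspond to between 0.0182 FPKM in the no selection and 0.297 FPKM in the plasmid library.

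Of the 1062 listed transcripts, the 99 marked by the authors as filtered were left out. Transcripts were detected at an FPKM of 5 or more. Within-transcript variation was computed over internal exons of at least 100 bp in transcripts with at least 3 of them, as highest over lowest FPKM and as the coefficient of variation. The fragment length of a library was estimated from the excess of exon counts over transcript counts, and counts over exon length plus fragment length (for first and last exons, over their own length) served as an alternative. The 3'/5' ratio compared the regions of 85 to 95% and 5 to 15% of transcript length. GC-content, hexamer entropy (natural log) and the best BLAST e-value to rRNA were computed from the GRCh37 sequence. The rRNA set was 17 annotated 5S genes and 14149 bp of ribosomal DNA around a 5.8S gene, and the rRNA records cited by the paper were not used here.

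Exon usage was tested with limma's diffSplice on log2(FPKM + 0.1) in 1 fit over the 8 libraries with IVT RNA, for exons with at least 10 fragments in each of them, in transcripts with at least 2 such exons and under 5 FPKM in both mouse only libraries. An adjusted p (Benjamini-Hochberg over all tested exons) under 0.05 was the threshold. The test set out first for whole-number counts was a count model, with limma on log2(FPKM + 0.1) where only FPKM could be used. Because the tables hold text lines between the transcripts, their columns did not pass as plain counts, and therefore neither edgeR nor DESeq2 was used here. The exons named are those of the transcripts named by the paper and, for each mix, the 2 exons with the largest absolute log2 change past the threshold that changed in the same direction in both same-numbered pairs. For mouse only, transcripts with the highest mean FPKM are named, and one item is not reported here. Removal of the trend with GC-content used a natural spline fitted within transcripts for each library. Comparisons of transcripts within a library used two-sided permutation tests with 100000 resamples, with Benjamini-Hochberg adjustment over the 4 libraries or over the 24 tests of sequence characteristics. Transcripts are not independent replicates, and no p was computed between single libraries.

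The usage test was tested on simulated data. Of 199 changed exons 98 were called, all 98 in the right direction, including 77% of the 2-fold changes, and 2 calls fell among 2939 exons of unchanged transcripts. In a simulation without changes, 0 of 4561 exons were called and 3.90% had an unadjusted p under 0.05. On simulated exon counts with a fragment length of 170 bp, the estimate was 163.868 bp. After correction for fragment length, 100% of the 200 changed transcripts and 2.31% of the unchanged transcripts exceeded 2-fold, while 15.4% of all simulated transcripts did so before any change and without the correction. In each changed transcript a single exon was lowered by more than 2-fold after the correction, so the 100% was all but fixed in advance. Of 200 simulated comparisons without a difference, the permutation test of medians gave a p under 0.05 in 7%, and the permutation form of the rank-sum test did so in 99% of 200 with a shift.

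Alternatives were the detection threshold, the exon length minimum, the inclusion of first and last exons, pseudocounts, low-count filters, limma voom, a replicate block, the libraries in the fit, and leaving out each IVT only replicate. After the data had been seen, counts over exon length plus fragment length, removal of the trend with GC-content, crossed replicate numbers and all comparisons between replicate 2 and replicate 1 libraries were added. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1, BLAST+ 2.17.0, R 4.3.3 and limma 3.58.1.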

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

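Both tests in this part were chosen before their results were seen, and none was chosen after. The paper does not report on the deposited intron values. In the replicate 2 libraries with IVT RNA, intron fragments amounted to 8.95% of the transcript fragments in IVT only, 9.02% in the 1:1 mix, 8.23% in the 1:2 mix and 9.52% in the 1:10 mix. In replicate 1 they amounted to 1.08%, 1.39%, 1.37% and 2.14%, and in the polyA, no selection and plasmid libraries to 1.41%, 1.25% and 0.630%. The mouse only libraries, without IVT RNA, did not differ in this way, with 26.1% in replicate 2 and 24.5% in replicate 1. Of mapped fragments, the intron fragments were 0.397% and 0.403% in mouse only, 7.38% and 0.890% in IVT only, 6.70% and 1.02% in the 1:1 mix, 5.55% and 0.882% in the 1:2 mix and 3.09% and 0.665% in the 1:10 mix (replicate 2 first). The cloned sequences have no introns, so this is a signal in data the paper did not analyse.

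Unspliced sequence such as genomic DNA predicts that intron fragments rise with intron length. In IVT only replicate 2, over 5895 introns, the Spearman rho with intron length was 0.173, between the values set for and against this explanation, so by this test the pattern cannot be told apart from it. The shares above follow the IVT RNA in replicate 2 and show no excess in mouse only, which goes against unspliced sequence that entered all replicate 2 libraries, and unspliced sequence in the shared pool of IVT RNA would also be present in replicate 1. Fragments of the spliced RNA that are placed partly in an intron predict that intron fragments follow the abundance of the transcript. The rho with transcript fragments per kb was 0.743, so misplaced fragments of the IVT transcripts remain a candidate explanation. In IVT only replicate 1, the corresponding values were 0.0762 and 0.627. Of the introns in replicate 2, 99.7% held fragments with a median of 183, and the 10 introns with the most held 3.80% of them, whereas in replicate 1 they held 22.9%. Why the replicate 2 libraries with IVT RNA have more of these fragments was not tested. No biological explanation was tested, since the replicates are samples of the same pools.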

How the results depend on the processing

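The detection thresholds, exon sets, pseudocounts, count filters, replicate block, number of groups in the fit and leave-one-out settings were chosen before the data were examined. Counts over exon length plus fragment length, removal of the GC-content trend, crossed replicate numbers and all settings of the comparison of replicate 2 with replicate 1 were chosen only after the data had been examined. Except where a value shows it, the cause of the changes below was not tested. DESeq2's size factors in place of TMM were not run, since neither was used in any fit, and limma voom was run on the fragment counts as an alternative.

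The clones detected in mouse only were 644 and 640 with 1 FPKM or more and 181 and 163 with 10 FPKM or more. Among transcripts with 5 FPKM or more, 89.5% and 87.0% exceeded 100 FPKM in IVT only. Over mapped fragments, the mouse only share was 1.64% and 1.52%, and over uniquely mapped fragments 2.71% and 3.92%. The R² between replicates was 0.975, 0.994, 0.993 and 0.992 (IVT only, 1:1, 1:2 and 1:10) with log10(FPKM + 1) over all transcripts, and 0.910, 0.984, 0.983 and 0.984 for transcripts with 5 FPKM or more. The cause was not tested.

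The share of transcripts over 2-fold depended on the exons used. With internal exons of 50 bp or more it was 32.7% (plasmid), 53.5% (no selection), 66.1% (rRNA-depleted) and 71.4% (polyA). With 150 bp or more it was 15.4%, 19.0% and 38.5% in the first 3 of these. With all exons of 100 bp or more it was 80.8%, 90.8%, 91.5% and 78.3%, which put polyA below the other libraries. With counts over exon length plus fragment length it was 4.88%, 10.4%, 36.0% and 56.9%. Leaving out one IVT only replicate gave from 49.4% to 52.4%. The median coefficient of variation was 0.196, 0.255 and 0.306 in the plasmid, no selection and rRNA-depleted data with 50 bp or more, 0.171, 0.256 and 0.393 in the no selection, rRNA-depleted and polyA data with 150 bp or more, 0.323, 0.344, 0.434 and 0.407 with all exons, and 0.0947, 0.117, 0.209 and 0.328 with counts over exon length plus fragment length. Its ratio to plasmid was 1.25 (no selection) and 1.84 (polyA) with 50 bp or more, 1.05 and 2.58 with 150 bp or more, 1.08, 1.32 and 1.25 (no selection, rRNA-depleted, polyA) with all exons, and 1.30, 2.08 and 3.34 with counts over exon length plus fragment length. The cause of the changes with the exon set was not tested.

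After subtraction, the share over 2-fold was 34.8% with 150 bp or more, 81.6% with all exons and 30.5% with counts over exon length plus fragment length, and from 43.1% to 46.1% without one IVT only replicate. The share over 10-fold was 2.21% with 50 bp or more, 0.905% with 150 bp or more, 7.28% with all exons, 1.42% with a pseudocount of 1 FPKM and 1.22% with counts over exon length plus fragment length, and 1.83% without either IVT only replicate. Under the first choice of exons it rests on 12 transcripts or fewer per library. The median 3'/5' ratio was 0.726, 0.612, 0.682 and 1.31 (plasmid, no selection, rRNA-depleted, polyA) between the sides of the transcript divided at its middle, 1.40 in polyA with FPKM over 50, and 0.938, 0.690, 0.858 and 2.25 with counts over exon length plus fragment length. The cause was not tested.

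For hunc exons covered to at least 20%, the median absolute deviation was 0.170 and 0.113. Without one IVT only replicate, the difference in variability between the 100 highest and lowest transcripts of the rRNA-depleted data was from -0.0963 to -0.0588. With 50 transcripts in each group, the mean rank difference by variability reversed for rRNA similarity in the plasmid library (-5.56, adjusted permutation p 0.426) and for GC-content in the no selection library (0.68, adjusted permutation p 0.950), and neither was past the threshold under either choice. With a limit of 0.5, 23 exons were under-represented in both libraries. The cause was not tested.

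In exon usage, the replicate block gave 88, 31 and 40 exons past the threshold in the 1:1, 1:2 and 1:10 mixes, and crossed replicate numbers gave 59 in the 1:1 mix. Only the libraries compared in the fit gave 10, 0 (125 at an unadjusted p under 0.05) and 3 exons, and internal exons alone gave 2, 1 and 0 (146 unadjusted). Without the count filter there were 38, 12 and 27, with limma voom 40, 8 and 3, and with counts over exon length plus fragment length 37, 8 and 12. Removal of the GC-content trend gave 10, 0 (34 unadjusted) and 2 exons, and with the block as well 22, 1 and 2. Between replicate 2 and replicate 1 libraries there were 4 exons with no dilution block, 34 among internal exons and 26 with the GC-content trend removed. Apart from GC-content, the cause was not tested.

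Of 145 other comparisons of single exons, transcripts and tests with a setting, 38 changed: 23 moved, 12 became weaker, 1 became stronger and 2 reversed. The depth of the 1:10 libraries limits the usage test to exons with 10 fragments or more in 10392308 mapped fragments.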

Differences from the paper's values

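A value was taken as apart from the paper's if the larger was more than 1.5 times the smaller and the difference exceeded the SD between replicates (for single libraries the half-width of a 95% interval), or, where the paper gives only a lower bound, if it fell short of the bound by more than that error, and as near it otherwise. The normalized average depth of detected clones was 122 and 124 in the IVT only replicates, against the paper's 76.09 and 80.22. Of the alternatives set before the data were examined, the median in place of the mean (88.4 in both) was near the paper's values. In mouse only it was 7.05 and 6.54 against the paper's 1.58 and 2.42, where the median was near the paper's value in replicate 2 (2.59) and not in replicate 1 (2.95). The no selection value was 123 against the paper's 72.74, and the median (96.3) was near it. The polyA value was 167 against the paper's 72.27 and the plasmid value 108 against the paper's 42.08, and the median (24.8 and 106) was near neither. In the 1:1 and 1:2 mixes the mean was near by this rule but above the paper's values. It was 109 and 110 against the paper's 75.15 and 75.06 in the 1:1 mix. In the 1:2 mix it was 94.5 and 98.7 against the paper's 65.79 and 69.40. In the 1:10 mix it was near as well, with 45.5 and 47.2 against the paper's 37.50 and 47.46. Replicate 1 of the 1:10 mix lay above the paper's value and replicate 2 below it.

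Mouse only fragments on IVT transcripts were 0.447% and 0.340% of sequenced fragments, against the paper's 2%. Over mapped fragments (1.64% and 1.52%) both were near the paper's value, and over uniquely mapped fragments replicate 1 (2.71%) was near it and replicate 2 (3.92%) was not. In IVT only replicate 2, 78.6% of transcripts were above 100 FPKM, below the paper's bound of 80% but near it by this rule. The R² between the IVT only replicates was 0.935 against the paper's 0.95 or higher. It was 0.975 with log10(FPKM + 1) over all transcripts, above the paper's bound, and 0.910 for transcripts with 5 FPKM or more, below it.

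In the no selection library 27.2% of transcripts exceeded 2-fold, against the paper's 41.5%. Internal exons of 50 bp or more (53.5%) gave a value near the paper's, from the other side, while internal exons of 150 bp or more (19.0%), all exons of 100 bp or more (90.8%) and a pseudocount of 1 FPKM (27.2%) did not. In the rRNA-depleted data 49.6% exceeded 2-fold against the paper's 74.0%, and 43.3% after subtraction against the paper's 52.1%, both near by this rule and lower. The paper's share is of all 963 transcripts. Over the 482 transcripts that are in the paper's list of fold-changes and were measured here, the shares were 49.2% here against the paper's 93.8% in the rRNA-depleted data, 26.3% against the paper's 50.6% in no selection and 61.6% against the paper's 93.2% in polyA, all 3 apart in ratio, and 19.7% against the paper's 21.6% in plasmid. The median ratio of the coefficient of variation to that in the plasmid library was 1.54 in the rRNA-depleted data, which is 54.1% more and below the paper's bound of 60% but near it by this rule. It was 60.5% without IVT only replicate 2, above the bound, 51.1% and 56.5% with internal exons of 50 bp or more and of 150 bp or more, both near it, and 47.5% without IVT only replicate 1 and 32.0% with all exons of 100 bp or more, neither of them near. Counts over exon length plus fragment length, chosen after seeing the values, gave a median ratio of 2.08, above the bound. After subtraction, 1.63% exceeded 10-fold, against the paper's 9.7%. All exons of 100 bp or more (7.28%) gave a value near it. Internal exons of 50 bp or more (2.21%) and of 150 bp or more (0.905%), a pseudocount of 1 FPKM (1.42%) and leaving out either IVT only replicate (1.83%) did not, and neither did counts over exon length plus fragment length (1.22%), chosen after seeing the values.

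The median 3'/5' ratio was 0.615 in the plasmid library against the paper's 1. Division of the transcript at its middle (0.726) was near it by this rule but still below, FPKM over 50 (0.619) was not near, and counts over exon length plus fragment length, chosen after seeing the values, gave 0.938. In the no selection library it was 0.460 against the paper's 0.98, and neither division at the middle (0.612) nor FPKM over 50 (0.461) was near it. Counts over exon length plus fragment length, chosen after seeing the values, gave 0.690.

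The paper states that less complex sequences go with higher variability in the RNA libraries. At exon level the more variable transcripts had the higher hexamer entropy, with mean rank differences of 24.4 (no selection), 22.72 (rRNA-depleted) and 64.88 (polyA). The entropy was not scaled to transcript length, so these differences cannot tell sequence complexity from transcript length. The paper states that higher GC-content goes with lower variability in the no selection and polyA libraries, where the differences here were -8.84 and -9.06 (adjusted permutation p 0.374 for both). The paper does not count GC-content among the significant factors for variability in the rRNA-depleted library, where the difference was 27.7 (adjusted permutation p 0.00159). It states lower variability with higher rRNA similarity in the no selection library, where the difference was -2.31 (adjusted permutation p 0.829).

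The paper states that variability and depth are independent in the plasmid and no selection libraries. The differences in median coefficient of variation between the transcripts with the highest and lowest FPKM were -0.0784 and -0.0420 (adjusted permutation p 4.0e-05 and 0.00962). These are exon-level values, and the part due to counting error, which is larger at low FPKM, was not tested. The paper states that rRNA depletion introduces as much bias as polyA selection or more. Over 2-fold were 49.6% of transcripts in the rRNA-depleted and 62.4% in the polyA data, while with all exons of 100 bp or more, set before the data were examined, they were 91.5% and 78.3%. The plasmid library was at 80.8% with all exons, so that setting does not isolate the effect of RNA selection. The listed hunc regions name 64 transcripts, against the paper's 65.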

Other observations

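The tests of GC-content in exon usage and in the IVT only replicates, that of fragments counted on 2 exons in the plasmid library, and the division into first or last and internal exons were chosen only after the result was seen, while the other tests were set before their own results, those of fragment length and of the replicate 2 libraries after the data files had been examined. No biological explanation was tested for any pattern here, since all IVT transcripts come from the same pool of templates.

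The IVT only replicates differed more (SD of the log2 ratio 0.49) than the replicates of the 1:1, 1:2 and 1:10 mixes (0.21, 0.22 and 0.21). GC-content of the transcripts is a candidate explanation, since its Spearman rho with log2(replicate 2/replicate 1) was -0.791 in IVT only. The rho was also 0.698, -0.740 and -0.686 in the mixes, so a relation to GC-content does not by itself set IVT only apart, and the sign in the 1:1 mix was the opposite of the others.

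Between the 4 replicate 2 and 4 replicate 1 libraries, 133 exons differed in usage. Of the 8 splits that swap replicate numbers within dilutions, only 1, the real split, gave as many, and the next largest, with the 1:1 mix swapped, gave 14. These splits can give no share under 0.125 whatever the data, so by this count alone the pattern cannot be told apart from an arbitrary grouping of the libraries. Of the 133 exons, 126 differed in the same direction in all 4 dilutions. With counts over exon length plus fragment length, 144 exons passed, among them 112 of the 133. First and last exons are divided by their own length there and change only relative to the other exons of the transcript. Of the 133, 69 of 86 first or last exons and 43 of 47 internal exons still passed, with median shifts in log2 usage of 0.11 and 0.04. Fragment length, in the form in which this correction describes it, therefore goes little way towards the difference. After removal of each library's trend with GC-content of the exons, 26 passed, so GC-content may account for most of these differences. The count does not show whether the 26 are among the 133. A difference between library batches, which replicate numbers would follow, was not tested.

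Exon usage differed from IVT only for 29 exons in the 1:1, 4 in the 1:2 and 5 in the 1:10 mix. Counts over exon length plus fragment length gave 37, 8 and 12 exons. Of the 29 exons in the 1:1 mix, 26 were first or last exons, and of these 25 still passed, as did the 3 internal ones, with a median shift in log2 usage of 0.04 for the first or last exons. Fragment length, in the form in which this correction describes it, therefore goes little way towards these changes. The correction leaves the own counts of the 26 first or last exons as they were. It cannot decide on other effects of fragment length at transcript ends, which were not tested. Among the 570 exons without a mouse only fragment, 2.11%, 0.175% and 0.351% passed (12, 1 and 2 exons), no lower than the 0.638%, 0.0880% and 0.110% among all tested exons, which goes against mouse fragments as the general cause, although the counts in the 1:2 and 1:10 mixes are small. Exon 1 of BC011410, which had 29.1 and 23.7 FPKM in mouse only, is an exon to which mouse fragments could contribute. After removal of the trend with GC-content of the exons, 10, 0 (34 at an unadjusted p under 0.05) and 2 exons passed. GC-content is therefore a candidate explanation for part of these changes. The exons at an unadjusted p under 0.05 also fell, from 227, 200 and 231 to 104, 34 and 55. The drop in passing exons is thus no measure of the share due to GC-content. Nor do the counts show whether the 10 and 2 exons are among the 29 and 5. Exon 6 of BC003355 passed in the 1:1 mix before and after the removal (adjusted p = 1.8e-05 after it).

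More clones were detected in the 1:10 mix than in IVT only. Of the 28 clones detected in both 1:10 replicates and in neither IVT only replicate, 100% had 5 FPKM or more in a mouse only library, so mouse fragments counted on human transcripts may account for them. In the plasmid library, 20.9% of transcripts (103) exceeded 2-fold between internal exons. With counts over exon length plus fragment length 4.88% (24 transcripts) did so, so fragments counted on 2 exons may account for most of the 103. The counts do not show whether the 24 are among the 103. On simulated counts 2.31% of unchanged transcripts also exceeded 2-fold after this correction, so the cause of the 24 is open.

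The yield of IVT RNA relative to plasmid fell with transcript length, with a Spearman rho of -0.109 and -0.173 in the IVT only replicates and -0.150 in no selection (adjusted permutation p 0.00155, 1.5e-05 and 1.5e-05). A lower yield of longer transcripts is a candidate explanation for a small part of the spread in yield. For GC-content the rho was 0.218 and -0.105 in the IVT only replicates and 0.347 in no selection, so its sign differed between libraries and a higher yield of GC-rich transcripts was not seen in all of them.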
